# Regulation of hepatic microRNAs in response to early stage *Echinococcus multilocularis* egg infection in C57BL/6 mice

**DOI:** 10.1371/journal.pntd.0007640

**Published:** 2020-05-22

**Authors:** Ghalia Boubaker, Sebastian Strempel, Andrew Hemphill, Norbert Müller, Junhua Wang, Bruno Gottstein, Markus Spiliotis

## Abstract

We present a comprehensive analysis of the hepatic miRNA transcriptome at one month post-infection of experimental primary alveolar echinococcosis (AE), a parasitic infection caused upon ingestion of *E*. *multilocularis* eggs. Liver tissues were collected from infected and non-infected C57BL/6 mice, then small RNA libraries were prepared for next-generation sequencing (NGS). We conducted a Stem-loop RT-qPCR for validation of most dysregulated miRNAs. In infected mice, the expression levels of 28 miRNAs were significantly altered. Of these, 9 were up-regulated (fold change (FC) ≥ 1.5) and 19 were down-regulated (FC ≤ 0.66) as compared to the non-infected controls. In infected livers, mmu-miR-148a-3p and mmu-miR-101b-3p were 8- and 6-fold down-regulated, respectively, and the expression of mmu-miR-22-3p was reduced by 50%, compared to non-infected liver tissue. Conversely, significantly higher hepatic levels were noted for *Mus musculus* (mmu)-miR-21a-5p (FC = 2.3) and mmu-miR-122-5p (FC = 1.8). In addition, the relative mRNA expression levels of five genes (*vegfa*, *mtor*, *hif1-α*, *fasn* and *acsl1*) that were identified as targets of down-regulated miRNAs were significantly enhanced. All the five genes exhibited a higher expression level in livers of *E*. *multilocularis* infected mice compared to non-infected mice. Finally, we studied the issue related to functionally mature arm selection preference (5p and/or 3p) from the miRNA precursor and showed that 9 pre-miRNAs exhibited different arm selection preferences in normal versus infected liver tissues. In conclusion, this study provides first evidence that miRNAs are regulated early in primary murine AE. Our findings raise intriguing questions such as (i) how *E*. *multilocularis* affects hepatic miRNA expression;(ii) what are the alterations in miRNA expression patterns in more advanced AE-stages; and (iii) which hepatic cellular, metabolic and/or immunologic processes are modulated through altered miRNAs in AE. Thus, further research on the regulation of miRNAs during AE is needed, since miRNAs constitute an attractive potential option for development of novel therapeutic approaches against AE.

## Author summary

Various infectious diseases in humans have been associated with altered expression patterns of microRNAs (miRNAs), a class of small non-coding RNAs involved in negative regulation of gene expression. Herein, we revealed that significant alteration of miRNAs expression occurred in murine liver subsequently to experimental infection with *E*. *multilocularis* eggs when compared to non-infected controls. At the early stage of murine AE, hepatic miRNAs were mainly down-regulated. Respective target genes of the most extensively down-regulated miRNAs were involved in angiogenesis and fatty acid synthesis. Furthermore, we found higher mRNA levels of three angiogenic and two lipogenic genes in *E*. *multilocularis* infected livers compared to non-infected controls. Angiogenesis and fatty acid biosynthesis may be beneficial for development of the *E*. *multilocularis* metacestodes. In fact the formation of new blood vessels in the periparasitic area may ensure that parasites are supplied with oxygen and nutrients and get rid of waste products. Additionally, *E*. *multilocularis* is not able to undertake de novo fatty acid synthesis, thus lipids must be scavenged from its host. More research on the regulation of the hepatic miRNA transcriptome at more advanced stages of AE is needed.

## Introduction

Human alveolar echinococcosis (AE) is a parasitic disease caused by infection with the larval stage (metacestode) of the cyclophyllidean tapeworm *E*. *multilocularis* (Cestoda, Taeniidae) [1]. In Europe, *E*. *multilocularis* undergoes a sylvatic life cycle that predominantly includes the red fox (*Vulpes vulpes*) as major definitive host (HD) and rodents (family Arvicolidae) acting as intermediate hosts (IHs) [2]. For humans, accidental infection with *E*. *multilocularis* eggs through the oral route can lead to the development of AE, affecting primarily the liver in 98% of cases [1]. Within the liver tissue, the asexual proliferation of metacestodes occurs by exogenous budding of new vesicles, thus the larval mass progrediently invades the surrounding hepatic tissue, with a potential of metastasis formation in distant sites such as lungs, brain and other organs [3–6]. Disease progression is largely supported by the ability of *E*. *multilocularis* metacestodes to modulate immunological host-defense mechanisms [7,8].

AE is listed as one of the rare and neglected tropical diseases by the World Health Organization, and if left untreated the disease results in mortality in more than 90% of cases [9]. Radical surgical excision of the parasite tissue complemented by adjuvant chemotherapy is the only curative treatment for hepatic AE, but this applies to only ~ 30% of patients [10]. For inoperable cases, the only currently licensed chemotherapeutical option is based on the benzimidazole derivatives albendazole and mebendazole. Benzimidazole-therapy has increased the survival rate of affected patients to 85–90% [4]. However, these drugs exhibit a parasitostatic rather than parasitocidal activity; hence patients must take these drugs lifelong. Currently, there is no alternative to benzimidazole-based chemotherapy for patients suffering from benzimidazole intolerance [11]. The claim for a better management and control of AE calls for new treatment concepts, thus highlighting once more the necessity to gain deeper insights into the molecular basis of AE-induced liver pathology.

MicroRNAs (miRNAs) are a class of 21–24 nucleotides (nt) small non-coding RNAs discovered in the early 1990s as key regulatory factors of developmental timing in *Caenorhabditis elegans* [12]. The biogenesis of miRNAs is a two-step process; it begins in the nucleus where a miRNA gene is transcribed to primary miRNA (pri-miRNA) which will be processed by nuclear RNase III Drosha-like nucleases to generate a precursor hairpin miRNA (pre-miRNA). This pre-miRNA is then exported to the cytoplasm to become a mature miRNA [13,14]. A miRNA can specifically bind to its target mRNA at the 3’ untranslated regions (3’UTRs), 5’ UTRs, exons and/or introns [15,16]. This results in repression of the target mRNA expression by diverse mechanisms, including inhibition of the translational machinery, disruption of cap–poly (A) tail interactions, and exonuclease-mediated mRNA cleavage [17]. Thus, miRNAs are major elements of negative post-transcriptional regulation of gene expression. The numbers of human miRNA-generating loci are continuously increasing and range between 2000 to 4000 [18–21]. Based on computational predictions it is estimated that more than 60% of all human protein-coding genes harbor at least one conserved miRNA-binding site [22,23]. Several cellular and biological processes such as cell proliferation, metabolism, apoptosis and immune defenses are orchestrated by miRNAs [24–26].

Alterations in microRNA gene expression have been reported for a wide range of human pathologies such as cancers, metabolic disorders and cardiovascular diseases [27,28]. In hepatocellular carcinoma (HCC), dysregulated miRNAs have been assessed as drug targets [29,30], disease stage / survival rate predictors [31] and as markers of responsiveness to therapy [32].

In recent years, significant efforts have been made in outlining and defining the roles of miRNAs in host-pathogen interactions, with a main focus on host miRNAs. In this context, evidence was provided that hepatitis C virus replication is completely dependent on the liver-specific miR-122 [33]. Similarly, changes of host-miRNA expression profiles have been associated to different helminthiases [34–37] where miRNAs dysregulation was relevant to tissue dysfunction and to the type of immune response [38]. In the case of *Schistosoma japonicum*, high serum level of hepatic miR-223 was correlated with active infection, and responsiveness to praziquantel therapy was characterized by a return to normal levels [39]. *E*. *multilocularis* was also found to quantitatively modulate circulating and liver miRNAs in a mouse model of secondary (intraperitoneal) infection [40,41]. Similarly, the closely related *E*. *granulosus* also caused changes in the intestinal miRNA transcriptome of Kazakh sheep [42].

To date, miRNA-directed therapy against helminthiases is highly appealing [43]; both parasite—and host- derived miRNAs can be targeted, which allows (i) to interfere in essential biological processes of the parasite [44–46] and (ii) to ensure that the host environment returns to a normal biological state [47].

Growth of *E*. *multiocularis* larvae induces changes to liver metabolism that collectively result in a net mobilization of glucose, lipid and amino acids [48,49]. Other studies demonstrated deviations in hepatic gene expression at early stage of experimental primary *E*. *multilocularis* infection in the murine model compared to non-infected liver tissue [50,51]; however, how and whether miRNAs are involved in post-transcriptional regulation of gene expression remains unknown. In immunocompetent individuals, human AE usually takes decades before symptoms arise, and once diagnosed, patients often have already reached an advanced stage of disease hampering the prospect to achieve complete parasite clearance. Accordingly, understanding of early cellular and molecular events that take place along with intra-hepatic establishment of *E*. *multilocularis* larvae is a crucial task for the development of novel means of prevention and treatment.

In this study, we applied Illumina next-generation sequencing (NGS) to comprehensively analyze the miRNAs expression profile in the mouse liver at the early stage (one month post-infection) of primary AE, and compared miRNAs expression levels in infected livers to non-infected tissue samples. Results were validated based on quantitative stem-loop RT-PCR. Hepatic miRNAs that exhibited significantly altered disease specific expression levels were further studied by Reactome and KEGG enrichment analyses. Furthermore, we used infected and non-infected livers tissue samples to comparatively measure the relative mRNA levels of five genes that have been identified as targets of dysregulated miRNAs. This is the first survey of miRNAs regulation in early AE, which will contribute to a better understanding of the role of hepatic miRNAs in promoting parasite survival and growth.

## Materials and methods

### Ethics statement

Mice were housed and handled under standard laboratory conditions and in agreement with the Swiss Animal Welfare Legislation (animal experimentation license BE 103/11 and BE 112/14).

### Mouse model and primary AE infection

Ten 8-week-old female *C57BL/6* mice were obtained from Charles River GmbH, Germany. The animals were divided into two groups, five animals each. The control group remained uninfected, and the other group was orally infected with *E*. *multilocularis* eggs. The eggs used in this study were obtained from a naturally infected fox that was shot during the official Swiss hunting season. Parasite eggs for subsequent infection of mice were prepared as described by Deplazes & Eckert (1996) [52]. Briefly, the fox intestine was removed under appropriate safety precautions and cut into 4 pieces. After longitudinal opening of the intestinal segments, the worm-containing mucus was scraped out and put into petri dishes containing sterile water. Subsequently, the mucosal suspension was serially filtered through a 500μm and then 250μm metal sieve, by concurrently disrupting the worms with an inversed 2 ml syringe top. This suspension was further filtered through a 105 μm nylon sieve. The eggs were then washed by repeated sedimentation (1xg, 30 min., room temperature) in sterile water containing 1% Penicillin/Streptomycin and stored in the same solution at 4 °C. The sodium hypochlorite resistance test was used to assess egg viability [53], and to ascertain efficiency of infectivity, a preliminary test was done in two female *C57BL/6* mice. After confirmation of infectivity, five mice were each inoculated with approximately 1×10^3^ eggs suspended in 100 μl sterile water by gavage. The control mice received sterile water only. At one month post-infection, all animals were euthanized, and their livers were removed under sterile conditions for further analyses. All animal infections were performed in a biosafety level 3 unit (governmental permit no. A990006/3). One mouse from the uninfected control group died during the experiment from unknown causes and was thus not included in this experiment.

### Liver samples, total RNA extraction, small RNA library preparation and NGS

Liver tissue samples from *E*. *multilocularis-*infected mice were taken from the peri-parasitic area, precisely 3 to 4 mm adjacent to parasite lesions, which appeared as small white or yellowish spots. Liver tissue samples from uninfected animals were collected from the same hepatic areas. The obtained liver tissues were minced quickly, mixed at a ratio of 1:10 with QIAzol lysis reagent (Qiagen, Cat: 79306) and homogenized by bead beating (FastPrep-24 Instrument, MP Biomedicals, Cat: 116004500). Total RNA was extracted according to the manufacturer’s instruction of the QIAzol lysis reagent with the exception that chloroform was replaced by 1-bromo-3-chloropropane for the phase separation step (Sigma, cat: B9673). To remove genomic DNA contamination in RNA samples, an enzymatic digestion step using DNase I (Thermo Fisher Scientific, Cat: EN0521) was carried out. Finally, total RNA was re-suspended in RNase-free water. RNA quantity and RNA quality number (RQN ≥ 8) was determined by the Fragment Analyzer CE12 (Advanced Analytics).

Two to five RNA extractions were prepared simultaneously from each liver, in order to subsequently choose the preparation with the best RQN. Samples from the infected mouse group were named as follows; AE-1pm-1.1, AE-1pm-2.1, AE-1pm-3.2, AE-1pm-4.1 and AE-1pm-5.1. Total RNA preparations from the uninfected control group were labelled ctr-1pm-1.1, ctr-1pm-3.2, ctr-1pm-4.2 and ctr-1pm-5.1 (first digit is the number of the mouse within its corresponding group and the second digit indicates the number of RNA preparation).

Sequencing library construction and sequencing itself were performed by Microsynth (Balgach, Switzerland). Briefly, five libraries were generated from five mice (three mice from *E*. *multilocularis*-infected group and two mice from the uninfected control group). The total RNA was checked on an Agilent 2100 Bioanalyzer instrument for degradation. Subsequently, the CleanTag Ligation Kit (TriLink BioTechnologies) was used to prepare small RNA stranded libraries from total RNA (1μg RNA per library). Libraries were analyzed a second time on the Bioanalyzer to check for the expected miRNAs fragment peak at 141 bp and subsequently a Sage Science Pippin Prep instrument was used to select the expected fragment size range. In a last step before the deep sequencing, the quality and concentration of each final library (the eluted 141 bp band) were submitted to PicoGreen analysis (Thermo Fisher Scientific, Cat:P7589). The so refined libraries were then sequenced on an Illumina NextSeq 500 instrument using a high-output v2 Kit (75-cycles sequencing run) and targeting for an output of 50 million pass-filter reads.

Raw sequence data, processed- and metadata generated in this study have been deposited in NCBI Gene Expression Omnibus (GEO) repository (http://www.ncbi.nlm.nih.gov/geo/) under the following accessions; GSM4367926 (ctr-1pm-3.2), GSM4367927 (ctr-1pm-4.2), GSM4367928 (AE-1pm-2.1), GSM4367929 (AE-1pm-3.2) and GSM4367930 (AE-1pm-5.1).

### Bioinformatics analysis of small RNA sequencing data

In a preprocessing step, reads were subjected to de-multiplexing and trimming of the TriLink adapter residuals using Illumina bcl2fastq v2 analysis software (bcl2fastq2 Conversion Software v2.19.1.). Quality of reads was checked with the software FastQC (v. 0.11.5) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/); thus, reads shorter than 10 bases or longer than 25 bases, or reads containing any “N” base, were discarded to refine the input for the statistical analysis. In a next step, clean reads of samples derived from the same experimental group (AE-1pm or ctr-1pm) were pooled together and then dereplicated using the software usearch (v. 8.1.1681) [54]. This resulted in a list of unique sequences that were annotated and recorded based on their frequency of occurrence. Within each dataset (AE-1pm and ctr-1pm), sequences having a read count of at least 10 were blasted against the miRBase [55,56] mature miRNAs mouse sequences (*Mus musculus*, mouse mm10 reference genome). Mapping of cleaned reads to the mouse genome (v. mm10) was performed using the RNA mapping software STAR (v. 2.5.1b) [57]. Major parameters used were a minimum of 16 matching bases between the read and the reference, whereas a maximum of 1 mismatch was allowed and splice aware mapping was switched off. Raw counting of uniquely mapped reads to annotated mature miRNAs was done with the software htseq-count from the HTSeq software suite (v. 0.6.1p1) [58]. The miRNAs annotations stem from miRBase matching the mm10 reference genome.

Lastly and in an exploratory step to check for what else might be present in our data in addition to what the miRBase provided, we performed a blast against the Rfam collection of RNA families (v. 12.3) [59]. This blast concerned only sequences that did not show a hit with an e-value of at least 1e-6 or smaller during the blast against the miRBase. Therefore for the blast against Rfam, we choose an Expect value (E) threshold of less than 1; the E- value criteria describe the number of expected hits occurring by chance. According to this, we considered hits with an E-value ranged between 0 and 1 as significant matches.

Normalization of the raw miRNAs read counts and differential miRNAs expression analysis were conducted using the R package DESeq2 (v. 1.12.4); the DESeq2 method combines shrinkage estimation for dispersions and fold changes (log2FC) which allow a more sophisticated quantitative analysis [60,61].

We applied principal component analysis in two dimensions (2D-PCA) [62] to check whether control mice (ctr-1pm) could be distinguished based on their miRNAs expression profiles from those experimentally infected with *E*. *multilocularis* eggs. The PCA statistical approach is applied to complex data sets and aims to reduce the dimensionality of the data matrix while simultaneously retaining the maximum amount of variance. The term 2D refers to the number of used principal components: the first component, PC 1, represents the direction of the highest variance of the data and PC 2 points into the directions of the highest of the remaining variance orthogonal to the first component.

In parallel to 2D-PCA, we also applied the hierarchical clustering method [63] for analyzing hepatic miRNA transcriptome data from infected and non-infected mice. Hierarchical clustering consists in building clusters of libraries with similar patterns of expression. Results are displayed as a tree diagram (dendrogram).

### Stem-loop reverse transcription (RT) and real-time quantitative (Stem-loop RT-qPCR) of dysregulated mature miRNAs

To validate the expression profile of the most dysregulated miRNAs obtained from the analysis of NGS data, we assessed the relative expression levels of twelve miRNAs by stem-loop RT-qPCR, as previously described [64]. The small nucleolar RNA 234 gene (*sno234*) was included as reference for microRNA normalization [65]. In total, 9 liver tissue samples derived from the AE-infected (5 mice) and uninfected mice (4 mice) were individually assessed.

Briefly, 1 μg of total RNA template was reverse transcribed to cDNA by M-MLV reverse transcriptase (Promega) using specific stem-loop RT primer and under the following conditions: 5 min at 25 °C, 60 min at 42°C, 15 minutes at 70°C, reactions were then cooled down to 4°C. All q-PCRs were performed in Rotor-Gene 6000 (Corbett Life Science) and using FastStart Essential DNA Green Master Kit (Roche, Switzerland). The total volume for qPCR was 10 μl, consisting of 5 μl of Faststart Essential DNA Green Master Mix (2xconc), 1 μl of forward and reverse primers, and 2.5 μl of cDNA template (diluted 1:5). All experiments were run in triplicates. Quantitative PCRs were performed according to the following program: an initial hold at 95°C for 15 min, 40 cycles (94°C for 15 s, annealing at 63°C for 20 s, extension at 72°C for 20 s) and a final denaturation step from 50 °C to 95 °C. Specificity of each qPCR and presence of primer dimers were checked based on analysis of the generated melting curve. All primers characteristics are listed in S1 Table.

For relative miRNA expression, data were expressed as median ± standard deviation (SD) and examined for statistical significance with the nonparametric Mann–Whitney U test. *P*-values of less than 0.05 were considered to be statistically significant.

### MicroRNA target prediction and pathway enrichment analysis

Significantly differentially expressed miRNAs with FC ≥ 1.5 or FC ≤ 0.66 were chosen for target prediction. Since miRNAs inhibit their target mRNAs, reduction of miRNA expression lead to up-regulation of the target genes and vice versa. For miRNA-mRNA target predictions, we used miRNet [66], a database for network-based visual analysis of miRNAs, targets and functions. MiRNet integrates high-quality miRNA-target interaction databases (miRTarBase v6.0, TarBase v6.0 and miRecords); these databases provide direct experimental evidence regarding the miRNA–target interaction. For functional and pathway enrichment analysis, we used two pathway databases, including Reactome [67] and KEGG [68]. Statistical significance (P < 0.01) was measured by applying hypergeometric test [66].

Furthemore, miRNet allowed us to visualize miRNA-target interactions in a network context.

Thus, pathway enrichment analysis and visualization of interaction networks can be reproduced at any time using miRNet, a web-based tool freely available at http://www.mirnet.ca. For that, the list of down- or up- regulated miRNAs (miRBase Accession) is used as input; selected parameters are *M*. *musculus* (mouse) for organism, miRBase Accession for the ID type and genes for target type. When choosing KEGG or Reactome database, a table containing the list of pathways and the number of involved genes will be shown. By clicking on a given pathway, the names of involved genes will be displayed.

### Expression analysis of miRNA target genes using RT-qPCR

We used RT-qPCR to comparatively assess the relative expression of five genes involved in angiogenesis and fatty acid biosynthesis and activation. The three pro-angiogenic genes were vascular endothelial growth factor A (VEGFA), the mechanistic target of rapamycin (MTOR); and the hypoxia inducible factor 1, α subunit (HIF1α). The two examined lipogenic genes were fatty acid synthase (FASN) and acyl-CoA synthetase long-chain family member 1 (ACSL1). These genes were chosen using the following criteria: (1) predicted as a target of at least one of the down-regulated miRNA; (2) experimentally validated target of at least one of the down-regulated miRNA; (3) significantly relevant gene in the considered pathway; (4) a combination of 1, 2 and 3 (S2 Table).

All genes were assessed individually in five liver tissue samples from AE-infected and four samples from uninfected mice (same experiment). Thus, nine cDNA preparations were synthesized on the same RNA templates which were used for validation of most dysregulated miRNAs by Stem-loop RT-qPCR (see section above). The qPCRs were performed as described above, with the exception that the annealing temperature was set at 62° C for all five genes. We used the glyceraldehyde-3-phosphate dehydrogenase (*gapdh*) as endogenous reference. Detailed information on qPCR primers are provided in S2 Table.

## Results

### Next generation sequencing (NGS) data

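Liver tissue next to parasite lesions was taken from 3 infected mice 1 month after oral inoculation with E. multilocularis eggs, and tissue of the same hepatic areas from 2 uninfected mice. Libraries are named here by group and mouse number, as infected replicates 2, 3 and 5 and uninfected replicates 3 and 4. According to the methods, the authors trimmed and demultiplexed the reads with bcl2fastq, discarded reads outside their length limits or with an N base, mapped the rest to the mouse genome mm10 with STAR and counted uniquely mapped reads on each mature miRNA of miRBase with htseq-count. The deposited values were counts without normalization for 1907 mature miRNAs in each of the 5 libraries. They have the layout of STAR's own gene counts, and which tool made them was not settled. Counts on miRNAs totalled 3659366, 4698825 and 4459799 in infected replicates 2, 3 and 5, and 1690171 and 3704668 in uninfected replicates 3 and 4. In the smallest library, a count of 0 allows a share of up to 0.000177% of the miRNA counts (3 counts of the total, for counting error only). Normalized counts were obtained here from the deposited counts with edgeR's TMM scaling factors and put on the scale of the geometric mean of the 5 libraries. Infected and uninfected libraries were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, over miRNAs that passed edgeR's filter on low counts. Exact permutation tests are two-sided for differences between group means, and with 3 libraries against 2 they have 10 splits and cannot give a p below 0.1. Positions of precursors are from the GENCODE annotation of the mouse genome build mm10.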

To characterize the miRNA transcriptome in murine liver during early stage of primary AE, small RNA libraries from three *E*. *multilocularis*-infected and two uninfected control mice were constructed and subjected to high-throughput sequencing.

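The cleaned reads of the 5 libraries numbered from 2901675 in uninfected replicate 3 to 7315799 in infected replicate 3. Of these, 62.4% ± 5.19 (SD, n = 3) in infected and 59.0% ± 1.79 (SD, n = 2) in uninfected libraries mapped to a single place, with the lowest share, 56.4%, in infected replicate 2 and the highest, 66.0%, in infected replicate 3. Reads that mapped to several places made up 18.7% ± 1.28 (SD, n = 3) and 18.6% ± 0.409 (SD, n = 2), and unmapped reads 18.9% ± 3.95 (SD, n = 3) and 22.4% ± 2.195 (SD, n = 2). None of these 3 differences between the groups exceeded the spread among the infected libraries.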

The number of uniquely mapped reads with an average mapped length of 21 nucleotides ranged from 4.831.114 to 1.749.597, representing thus 66 to 60% of the total cleaned reads. 

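Among uniquely mapped reads, 96.6% ± 1.10 (SD, n = 3) in infected and 96.3% ± 0.462 (SD, n = 2) in uninfected libraries lay on a mature miRNA and on its strand, with the lowest share, 95.3%, in infected replicate 2. The count column for the strand opposite to a miRNA, which was not used, came to 1.69% ± 0.0248 (SD, n = 3) of the miRNA counts in infected and 3.03% ± 0.106 (SD, n = 2) in uninfected libraries. It held 52544 reads in uninfected replicate 3, where 52321 reads were ambiguous without regard to strand and 0 with it. In infected replicate 2 these numbers were 62770, 62602 and 3. Such ambiguous reads lie on miRNAs annotated on both strands and were also counted on their own strand. This share therefore does not measure antisense reads.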

More than 95% of those uniquely mapped reads were assigned to miRBase annotated miRNAs (Table 1).

**Table 1:** Summary of counts for clean reads, unique mapped reads and reads on feature of miRNAs.

Library	^a^Cleaned Reads	^b^Uniquely Mapped Reads	^c^Reads On Feature	Reads No Feature	Reads Ambiguous
AE-1pm-2.1	6802673	3840087	3659366	180718	3
			95.3%	4.7%	0%
AE-1pm-3.2	7315799	4831114	4698825	132287	2
			97.3%	2.7%	0%
AE-1pm-5.1	7098967	4591014	4459799	131210	5
			97.1%	2.9%	0%
ctr-1pm-3.2	2901675	1749597	1690171	59426	0
			96.6%	3.4%	0%
ctr-1pm-4.2	6683305	3861026	3704668	156358	0
			96%	4%	0%

^a^: reads considered for mapping

^b^: the reads that mapped to exactly one location within the reference genome

^c^: features of miRNAs

For all libraries, length distribution analyses revealed that length of most abundant sequences ranged from 18 to 24 nt with a peak at 21 nt (S1A Fig). In both groups, most miRNAs were detected with read counts below 100 (S1B Fig).

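Between 614 and 625 miRNAs had at least 1 read in an infected library, and 522 and 613 in uninfected replicates 3 and 4. Of these, 69.0% ± 0.479 (SD, n = 3) in infected and 70.5% ± 1.39 (SD, n = 2) in uninfected libraries had 1 to 99 reads. Over all libraries, 639 of the 838 miRNAs with a read had a mean normalized count under 100 in both groups, or 76.3%.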

### Overview of miRNA expression profile in infected and uninfected mouse liver

A total of 699 known miRNAs were identified from both infected (AE-1pm) and uninfected (ctr-1pm) groups. Among these molecules, 530 were common to both groups with 124 and 45 miRNAs specifically expressed in the AE-1pm and ctr-1pm libraries, respectively. 

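With at least 1 read in at least 1 library of a group as the condition, 780 miRNAs were detected in the infected and 662 in the uninfected group. The count depended on this condition. With at least 10 reads over a group it was 433 for both groups together, and with a mean normalized count of at least 0.5 it was 699, with 530 in both groups, 124 in the infected and 45 in the uninfected group only, which match the numbers in the paper.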

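Reads in both groups were found for 604 miRNAs, reads only in infected libraries for 176 and reads only in uninfected libraries for 58. Of the group-specific miRNAs, 92 in the infected and 45 in the uninfected group rested on a single read. The groups also differed in depth and in the number of libraries. When 2 infected libraries were set against the 2 uninfected ones, all thinned to 1690171 counts, the infected-only and uninfected-only counts were 99 and 95 with infected replicates 2 and 3, 101 and 96 with replicates 2 and 5, and 91 and 97 with replicates 3 and 5. Without uninfected replicate 4, which leaves only the smallest library in that group, 277 miRNAs were infected-only and 19 uninfected-only.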

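No miRNA read only in infected libraries had more than 7 reads in a library, and none read only in uninfected libraries had more than 3. The median total over a group was 1 read on both sides. The most-read infected-only miRNA was mmu-miR-329-3p with 12 reads over the infected libraries, and among the uninfected-only miRNAs mmu-miR-497a-3p and mmu-miR-7226-3p had 4 reads each; these 3 names were chosen after their values were seen. Reads were present in every library of the group for 11 of the infected-only and 7 of the uninfected-only miRNAs. At these numbers of reads, absence from the other group was not detectable.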

Specific miRNAs to AE-1pm (124 miRNAs) or to ctr-1pm (45 miRNAs) libraries were all present with read counts below 100. From the co-expressed miRNAs cluster, a set of 87 miRNAs with a read count > 1000 in at least one of the two experimental groups was identified (Fig 1A). 

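A mean normalized count above 1000 in at least 1 group was found for 87 miRNAs, of which 75 passed in both groups, 9 only in the infected and 3 only in the uninfected group. These miRNAs held 99.0% of the normalized counts of the infected and 98.9% of those of the uninfected group. The 3 that passed only in the uninfected group were mmu-miR-92a-3p, mmu-miR-145a-5p and mmu-miR-148a-5p. mmu-miR-92a-3p had 2660 ± 300 (SD, n = 2) against 612 ± 126 (SD, n = 3) in the infected group. mmu-miR-145a-5p had 1417 ± 67.6 (SD, n = 2) against 930 ± 120 (SD, n = 3), and mmu-miR-148a-5p had 1203 ± 144.4 (SD, n = 2) against 213 ± 38.7 (SD, n = 3). The name mmu-miR-92a-3p is shared by precursors at several places. Reads that mapped to more than 1 place were not counted, so that its counts may hold only part of its reads.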

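The precursor of mmu-miR-122-5p lies on chromosome 18 from 65248861 to 65248926, in exon 2 of a long noncoding RNA gene, that of mmu-miR-21a-5p on chromosome 11 from 86584067 to 86584158, in exon 12 of the host gene Vmp1, and that of mmu-miR-192-5p on chromosome 19 from 6264844 to 6264932, between genes. In each library, their share is given of all counts on miRNAs. mmu-miR-122-5p held 29.9% ± 2.09 (SD, n = 3) in infected and 19.3% ± 0.532 (SD, n = 2) in uninfected livers (exact permutation test, p = 0.1). mmu-miR-21a-5p held 21.3% ± 6.70 (SD, n = 3) and 11.2% ± 0.122 (SD, n = 2), with 29.0% in infected replicate 3 and 16.7% and 18.2% in infected replicates 2 and 5 (exact permutation test, p = 0.2). For mmu-miR-192-5p the shares were 20.0% ± 3.36 (SD, n = 3) and 20.1% ± 0.115 (SD, n = 2), a difference within the spread of the infected libraries (exact permutation test, p = 1). Together these miRNAs held 71.2% ± 3.34 (SD, n = 3) in infected and 50.7% ± 0.770 (SD, n = 2) in uninfected livers, without overlap between the groups (exact permutation test, p = 0.1, the smallest p the design allows).

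**Figure D1:**
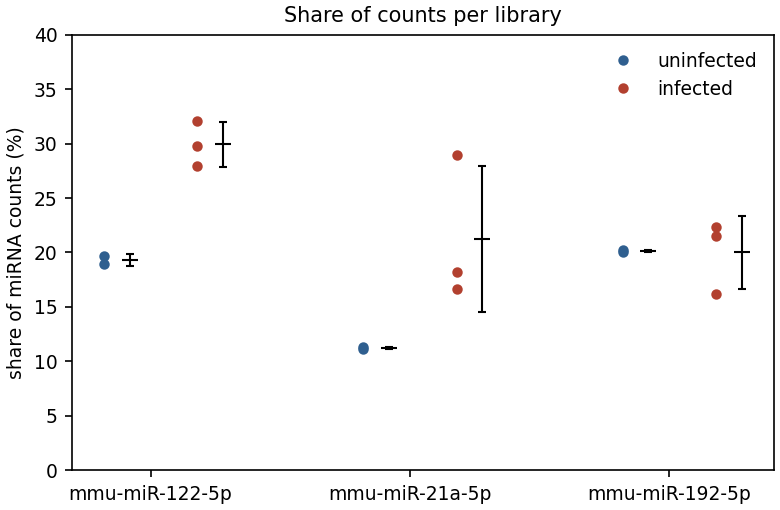
Share of the miRNA counts of each library (%) held by 3 miRNAs, with a point for each of the 5 libraries and the group mean with its SD as a bar. The infected libraries lie above the uninfected ones for mmu-miR-122-5p and mmu-miR-21a-5p and on both sides of them for mmu-miR-192-5p.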

In liver-tissue samples derived from AE-infected mice, mmu-miR-122-5p, mmu-miR-21a-5p and mmu-miR-192-5p accounted for up than 70% of the total normalized miRNAs counts, and they still comprised more than 50% total miRNAs abundance in the control group (Fig 1B).

**Fig 1:**
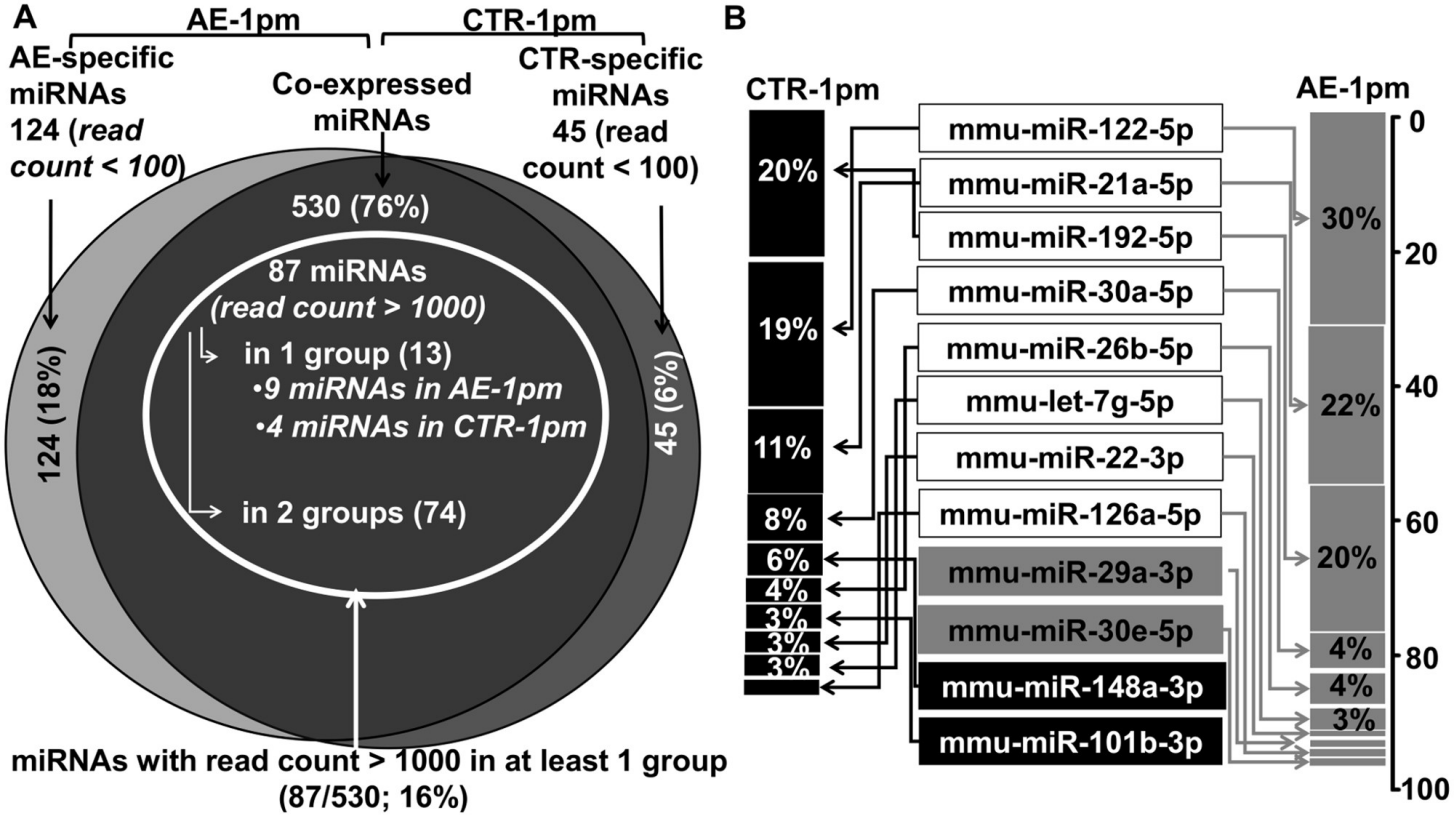
miRNA expression profile in livers of AE-infected and uninfected mice. **(A)** Venn diagram showing the overlap of expressed miRNA in liver-tissue samples from AE- infected and uninfected animals. **(B)** Top 10 most abundant miRNA and their frequency (%) in both groups. The two miRNAs in gray rectangles were present only among the top 10 expressed hepatic miRNAs in AE- infected mice, whereas miRNAs in black rectangles were only among the top 10 expressed hepatic miRNAs in uninfected control mice.

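Ranked by mean normalized count, mmu-miR-29a-3p and mmu-miR-30e-5p were at places 9 and 10 in infected livers and at places 14 and 12 in uninfected livers. Their mean shares of the counts of a library were 1.05% ± 0.0683 and 1.05% ± 0.270 (SD, n = 3) in the infected group and 1.06% ± 0.0145 and 1.57% ± 0.0854 (SD, n = 2) in the uninfected group. Conversely, mmu-miR-101b-3p and mmu-miR-148a-3p were at places 7 and 5 in uninfected livers, with shares of 3.32% ± 0.0584 and 5.92% ± 0.515 (SD, n = 2), and at places 11 and 14 in infected livers, with 0.849% ± 0.267 and 0.609% ± 0.146 (SD, n = 3). The 10 miRNAs of each group made up 86.7% of the normalized counts of the infected and 79.6% of those of the uninfected group.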

### Alteration of the hepatic microRNA expression profile at early stage of hepatic AE

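Principal components were computed from DESeq2's regularized log2 values of the 500 miRNAs with the highest variance. The first component held 69.9% and the second 16.4% of the variance. On the first component the uninfected libraries lay at -5.12 and -5.71, and infected replicates 2, 3 and 5 at 3.67, 4.55 and 2.62. With log2 CPM and a prior count of 2 in place of the regularized values, the first component held 53.7%, and 72.6% when only miRNAs passing the filter on low counts were used.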

The 2D-PCA (Fig 2A) as well as the heatmap of sample-to-sample distances (Fig 2B) showed a clear separation of miRNA expression patterns between *E*. *multilocularis* egg infection versus healthy control. Globally, the observed clustering of samples from the same group indicated that a change in miRNAs expression pattern had occurred following infection.

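Over all 838 miRNAs with a read, the Euclidean distance between an infected and an uninfected library was 9.97 ± 0.783 (mean and SD over pairs of libraries, which share libraries) and that between libraries of 1 group 5.66. The smallest distance between the groups, 8.94, exceeded the largest within a group, 6.88, which was between infected replicates 3 and 5. The uninfected libraries were 4.29 apart. The ratio of the between-group to the within-group mean was 1.76 (exact permutation of the group labels, one-sided, p = 0.1). Leaving out infected replicate 3 raised it to 2.2, and log2 CPM with a prior count of 2 lowered it to 1.36, or gave 1.91 over only the miRNAs passing the filter on low counts.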

**Fig 2:**
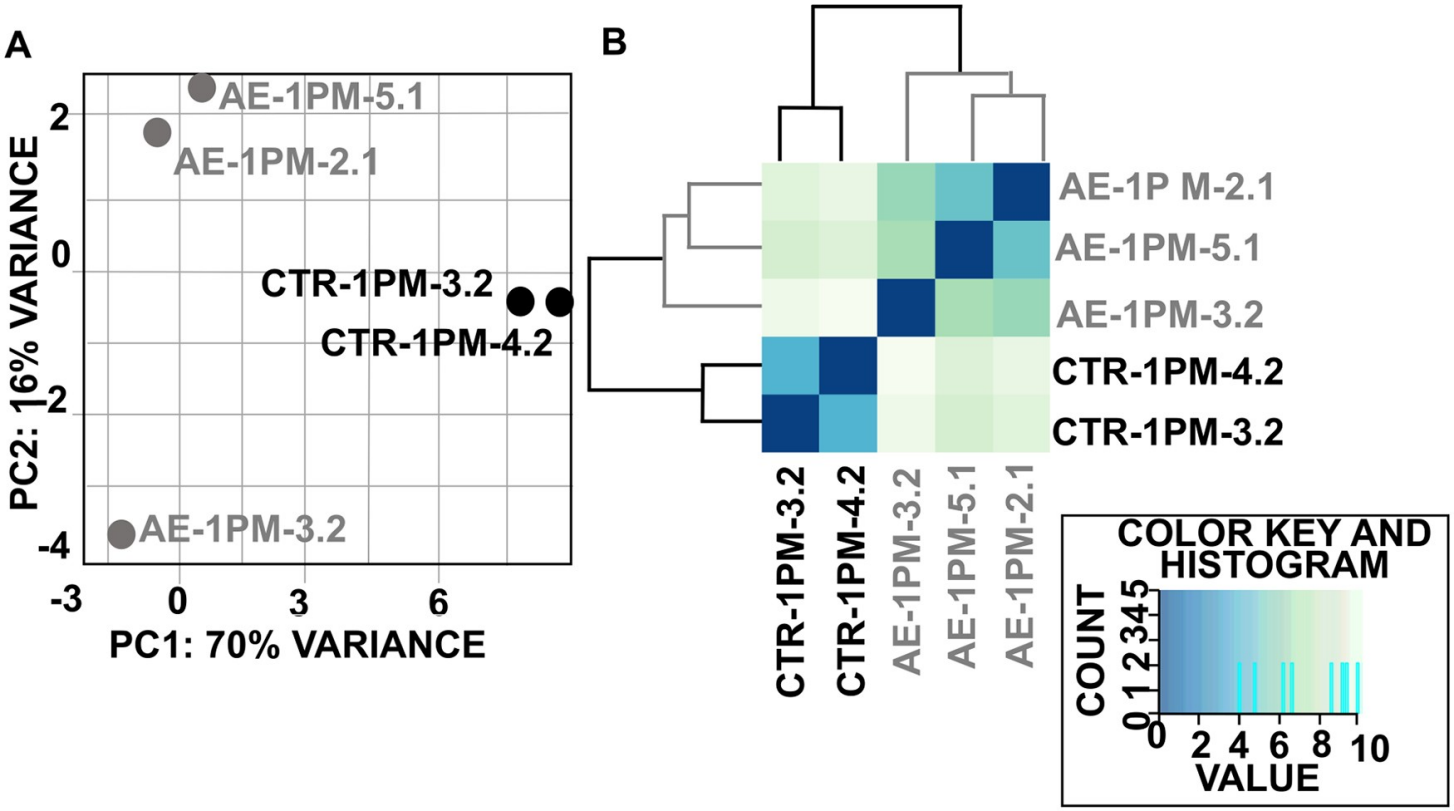
Principal component analysis (A) and (B) hierarchical clustering both revealed a clear separation between hepatic miRNA profiles from infected and uninfected mice. All the 699 miRNAs, identified in this study, with the normalized read-count in each animal group, are listed in S3 Table.

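All 699 names of the table were found among the deposited counts, each with at least 1 read. The table's normalized counts of each library were compared with the deposited counts divided by DESeq2's size factors. Over the 397 values of 1000 or more in a library, the largest difference was 0.000426%. A further 139 miRNAs with at least 1 read in a library are not in the table.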

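Of the miRNAs with a read, 337 passed edgeR's filter on low counts. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 61 were higher and 63 lower in infected livers. Among these, 3 have 2 or more precursors, and their reads that mapped to several places were not counted. The normalized counts of the groups did not overlap for 223 of the 337, or 66.2%, against 20% by chance with 3 libraries against 2. DESeq2 with its defaults called 98, of which 47 were higher and 51 lower. The balance between higher and lower calls depended on the scaling: total counts in place of TMM gave 38 higher and 85 lower, and total counts without mmu-miR-122-5p, mmu-miR-21a-5p and mmu-miR-192-5p gave 154 higher and 34 lower, with a median shift of all log2 fold changes of -0.22 and 0.56. Leaving out a library changed the total of 124 calls to between 53, without uninfected replicate 4, and 165, without infected replicate 3; without uninfected replicate 3 it was 61.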

A global comparative analysis of all miRNA read counts between both experimental mouse groups was carried-out and revealed the presence of a set of miRNAs whose fold change was significant. 

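Of the 124 miRNAs called by edgeR, 80 had a mean normalized count under 1000 in both groups, and 5 others had a log2 fold change under 0.58 in size. The remaining 39, with the count threshold met in at least 1 group, included 17 that were higher and 22 that were lower in infected livers. DESeq2 with its defaults gave 37 such miRNAs. An adjusted p of 0.05 was used, since the paper's text names no threshold for the sequencing data.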

From this latter cluster, we considered as significantly dysregulated miRNAs only those with (i) a normalized read count ≥ 1000, and (ii) FC ≥ 1.5 (Log2FC ≥ 0.58) or FC ≤ 0.66 (Log2FC ≤ -0.58). Thus, a total of 28 miRNAs were found to be differentially expressed in diseased livers compared to healthy controls (Fig 3).

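All 28 miRNAs of Table 2 were among the 39 that passed these thresholds, and 11 others were not in the table. For each of the 28, every infected library lay on the same side of every uninfected library. The log2 fold changes ranged from -3.06 for mmu-miR-148a-3p to -0.77 for mmu-miR-30a-5p among those that were lower, and from 0.81 for mmu-miR-1839-5p to 1.19 for mmu-miR-21a-5p among those that were higher. With total counts without the 3 most abundant miRNAs as library size, 17 of the 28 passed. That setting shifts all log2 fold changes by a median of 0.56 by construction, and decides nothing for miRNAs that were lower. The paper took miRNAs with a significant fold change first, applied its thresholds for count and fold change to these, and reports the resulting 28 as differentially expressed.

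**Figure D2:**
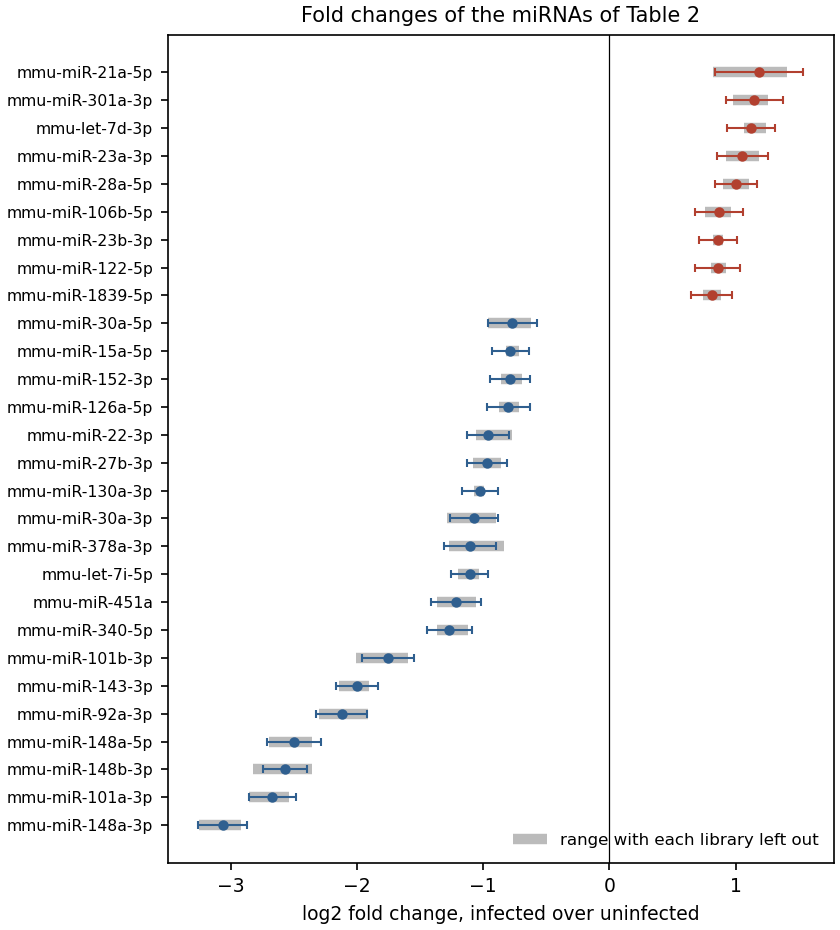
Log2 fold change of infected over uninfected livers for the 28 miRNAs of Table 2, with the standard error of edgeR's fit as a bar and, in grey, the range with each library left out in turn. No range crosses 0, and that of mmu-miR-21a-5p extends from 0.82 to 1.41.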

**Fig 3:**
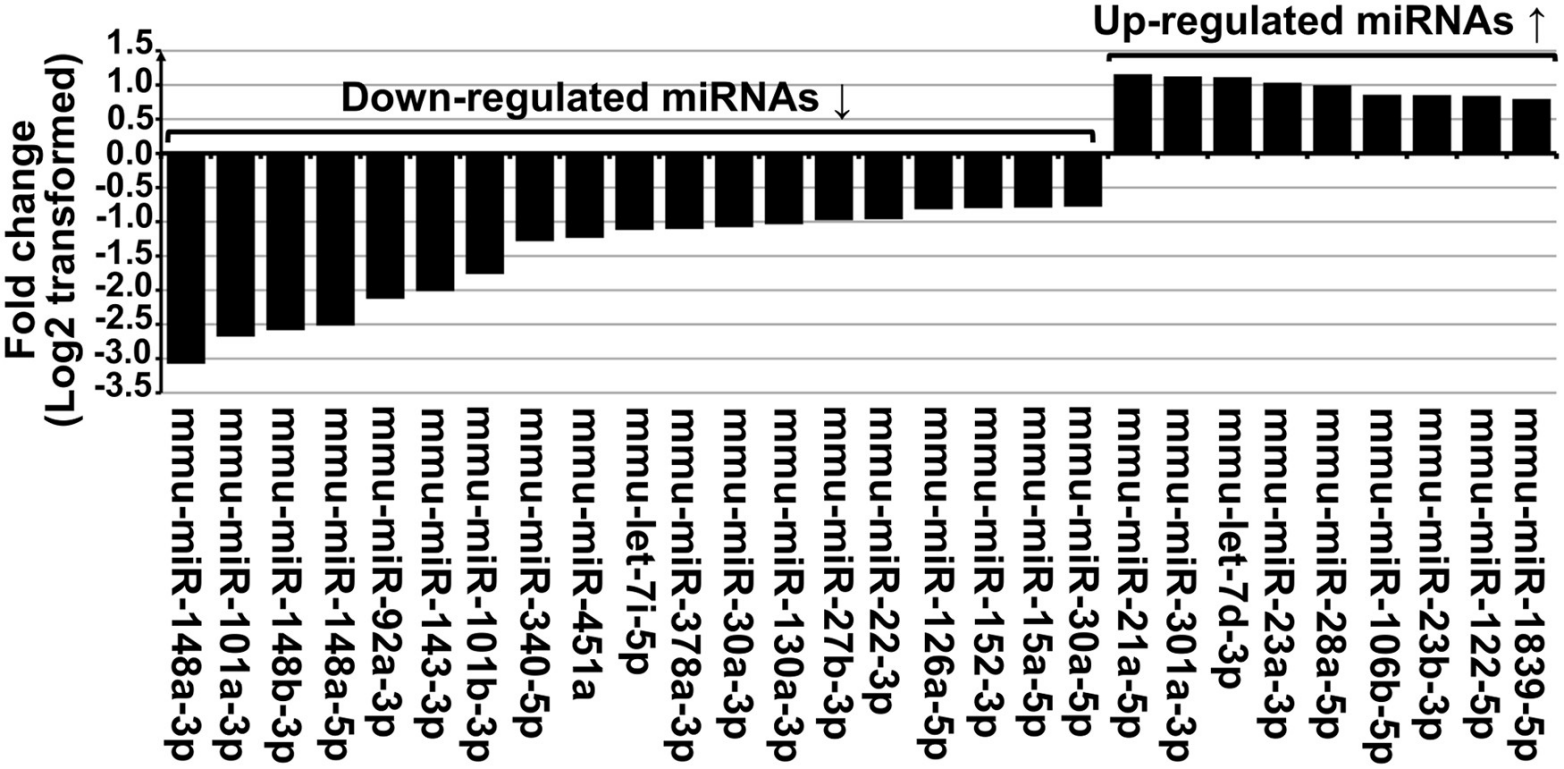
Twenty-eight dysregulated hepatic miRNAs in primary AE-infected mice compared to control healthy individuals: Nine were up-regulated (Log2FC ≥ 0.58) and nineteen were down-regulated (Log2FC ≤ -0.58).

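Of the 11 miRNAs past the thresholds outside Table 2, 8 were higher and 3 lower. The largest changes among them were those of mmu-miR-99b-5p and mmu-let-7e-5p, whose precursors lie in an intron of Spaca6 on chromosome 17, from 17830188 to 17830257 and from 17830352 to 17830444. mmu-miR-99b-5p had a normalized count of 10193 ± 3487 (SD, n = 3) in infected and 5171 ± 818 (SD, n = 2) in uninfected livers, a log2 fold change of 0.98 (standard error 0.27, adjusted p = 0.0207 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). mmu-let-7e-5p had 3333 ± 1259 (SD, n = 3) and 1707 ± 13.7 (SD, n = 2), a log2 fold change of 0.96 (standard error 0.28, adjusted p = 0.0257 from the same edgeR test). Without uninfected replicate 3 the adjusted p from edgeR was 0.138 for mmu-miR-99b-5p and 0.107 for mmu-let-7e-5p, without uninfected replicate 4 it was 0.120 for mmu-let-7e-5p, and without infected replicate 5 it was 0.0523 for mmu-miR-99b-5p.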

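The adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was at most 0.0346 over the 28 miRNAs with a normalized count of 1000 or more and a log2 fold change of at least 0.58 in size that the paper reports. It passed 0.05 when some libraries were left out. Without uninfected replicate 3 this was the case for mmu-miR-21a-5p, at 0.124, and mmu-miR-122-5p, at 0.0555. Without uninfected replicate 4 it was the case for mmu-miR-378a-3p, mmu-miR-30a-5p, mmu-miR-21a-5p, mmu-miR-106b-5p, mmu-miR-122-5p and mmu-miR-1839-5p, at 0.0614, 0.146, 0.129, 0.0832, 0.0509 and 0.0509. Without infected replicate 5 it was the case for mmu-miR-21a-5p alone, at 0.202. With a single uninfected library in the fit, that library was assumed to vary like the infected ones.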

More information on detailed counts is shown in Table 2. The highest up-regulated miRNA in *E*. *multilocularis* infected livers was mmu-miR-21a-5p with a FC = 2.3. Conversely, the expression of mmu-miR-148a-3p was ~8-fold lower as compared to control liver samples.

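mmu-miR-21a-5p had a normalized count of 802854 ± 364092 (SD, n = 3) in infected and 352577 ± 2205 (SD, n = 2) in uninfected livers, 2.28 times as much (adjusted p = 0.0346 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; standard error of the log2 fold change 0.35). The values of infected replicates 2, 3 and 5 were 542346, 1218878 and 647340, all above the uninfected ones (exact permutation test on the log2 scale, p = 0.2). The other arm of this precursor, mmu-miR-21a-3p, fell by 1.34 on the log2 scale, from 112 ± 3.31 (SD, n = 2) in uninfected to 44.2 ± 26.9 (SD, n = 3) in infected livers (standard error 0.41, adjusted p = 0.0321 from the same edgeR test). Without uninfected replicate 3, uninfected replicate 4 or infected replicate 2, the log2 fold change of mmu-miR-21a-3p kept its sign, with adjusted p of 0.0780, 0.146 and 0.0723 from edgeR.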

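The precursor of mmu-miR-148a-3p lies between genes on chromosome 6, from 51269812 to 51269910. The normalized count of mmu-miR-148a-3p was 22233 ± 5045 (SD, n = 3) in infected and 185918 ± 17002 (SD, n = 2) in uninfected livers, 8.36 times lower (standard error of the log2 fold change 0.20, adjusted p = 3.15e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; exact permutation test on the log2 scale, p = 0.1). With each library left out in turn, its log2 fold change stayed between -3.25 and -2.92. The other arm, mmu-miR-148a-5p, had a log2 fold change of -2.50 (standard error 0.21, adjusted p = 2.29e-06 from the same edgeR test).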

**Table 2:** Dysregulated miRNAs in primary AE.

miR_ID	Mean AE-1pm	AE-1pm-2.1	AE-1pm-3.2	AE-1pm-5.1	Mean ctr-1pm-1pm	ctr-1pm-3.2	ctr-1pm-4.2	log2FC	p-Value	Adjusted p-Value	FC	% exp.
**Down-regulated**												
mmu-miR-148a-3p	21984	18178	20035	27738	185456	171132	199781	-3.08	5.47E-41	2.84E-38	0.1	12
mmu-miR-101a-3p	8150	6877	7338	10235	52241	53256	51226	-2.68	1.82E-33	3.15E-31	0.2	16
mmu-miR-148b-3p	1383	1264	1317	1568	8295	7122	9468	-2.58	4.87E-34	1.27E-31	0.2	17
mmu-miR-148a-5p	209	173	228	227	1200	1083	1317	-2.52	2.28E-28	2.96E-26	0.2	17
mmu-miR-92a-3p	608	633	454	737	2654	2409	2899	-2.13	3.21E-18	2.62E-16	0.2	23
mmu-miR-143-3p	4046	3595	3678	4866	16340	15686	16994	-2.01	3.55E-22	3.69E-20	0.2	25
mmu-miR-101b-3p	30534	25949	24758	40895	103675	103319	104031	-1.76	9.17E-13	4.34E-11	0.3	29
mmu-miR-340-5p	2483	2019	2566	2863	6041	6087	5994	-1.28	9.80E-10	3.18E-08	0.4	41
mmu-miR-451a	2403	2362	2968	1879	5655	5375	5935	-1.23	8.31E-08	2.15E-06	0.4	42
mmu-let-7i-5p	10485	10057	9827	11571	22775	22279	23271	-1.12	6.41E-10	2.38E-08	0.5	46
mmu-miR-378a-3p	11779	13061	7838	14438	25364	23747	26980	-1.11	2.51E-05	2.90E-04	0.5	46
mmu-miR-30a-3p	6101	5610	4844	7850	12907	11685	14130	-1.08	7.86E-06	1.24E-04	0.5	47
mmu-miR-130a-3p	6004	6156	6014	5843	12310	12379	12241	-1.04	1.12E-09	3.42E-08	0.5	49
mmu-miR-27b-3p	19530	18479	17438	22672	38497	37696	39299	-0.98	5.34E-07	1.16E-05	0.5	51
mmu-miR-22-3p	44461	48290	34592	50501	86810	87825	85795	-0.97	8.37E-06	1.28E-04	0.5	51
mmu-miR-126a-5p	41918	38304	47589	39862	73898	74698	73098	-0.82	1.30E-05	1.77E-04	0.6	57
mmu-miR-152-3p	5466	4954	5722	5722	9524	9966	9081	-0.80	1.21E-05	1.74E-04	0.6	57
mmu-miR-15a-5p	2876	2888	2736	3004	4988	5104	4871	-0.79	6.29E-06	1.02E-04	0.6	58
mmu-miR-30a-5p	147634	129644	125683	187576	253258	228418	278098	-0.78	8.39E-04	6.61E-03	0.6	58
**Up-regulated**												
mmu-miR-21a-5p	783632	556970	1144987	648938	351395	348508	354282	1.16	5.63E-05	6.10E-04	2.3	223
mmu-miR-301a-3p	1514	1336	1894	1312	694	730	657	1.13	1.29E-06	2.49E-05	2.2	218
mmu-let-7d-3p	1214	1326	1086	1230	561	585	538	1.11	3.33E-08	9.62E-07	2.2	216
mmu-miR-23a-3p	2728	2617	3302	2264	1330	1282	1379	1.04	2.56E-06	4.44E-05	2.1	205
mmu-miR-28a-5p	4292	5070	3932	3875	2152	2223	2081	1.00	1.11E-06	2.21E-05	2	199
mmu-miR-106b-5p	1620	1735	1699	1425	895	967	822	0.86	2.43E-05	2.87E-04	1.8	181
mmu-miR-23b-3p	5183	5412	5151	4986	2873	2897	2850	0.85	1.04E-06	2.16E-05	1.8	180
mmu-miR-122-5p	1081837	1071557	1177605	996349	603346	605524	601169	0.84	2.27E-06	4.08E-05	1.8	179
mmu-miR-1839-5p	4677	4335	4883	4813	2693	2812	2575	0.80	1.09E-05	1.62E-04	1.7	174

FC: fold change, % exp. = (Mean AE/Meanctr)*100

Stem-loop RT-qPCR was applied to validate the miRNAs NGS data of 12 out of the 28 differentially expressed miRNAs. In order to optimize the statistical significance of this study, two additional samples were included into each group, thus the AE-1pm group comprised five animals and the ctr-1pm included four samples. Overall, the Stem-loop RT-qPCR results largely confirmed the results obtained through NGS as shown in Fig 4 (Fig 4). Seven miRNAs; mmu-miR-148a-3p, mmu-miR-143-3p, mmu-miR-101b-3p, mmu-miR-340-5p, mmu-miR-22-3p, mmu-miR-152-3p, mmu-miR-30a-5p were significantly less expressed in AE-1pm samples compared to ctr-1pm samples. In contrast, infected mice exhibited significantly higher expression levels of mmu-miR-21a-5p, mmu-miR-28a-5p, mmu-miR-122-5p and mmu-miR-1839-5p compared to the control mice. No significant difference in expression levels in the two groups were noted for mmu-miR-301a-3p.

**Fig 4:**
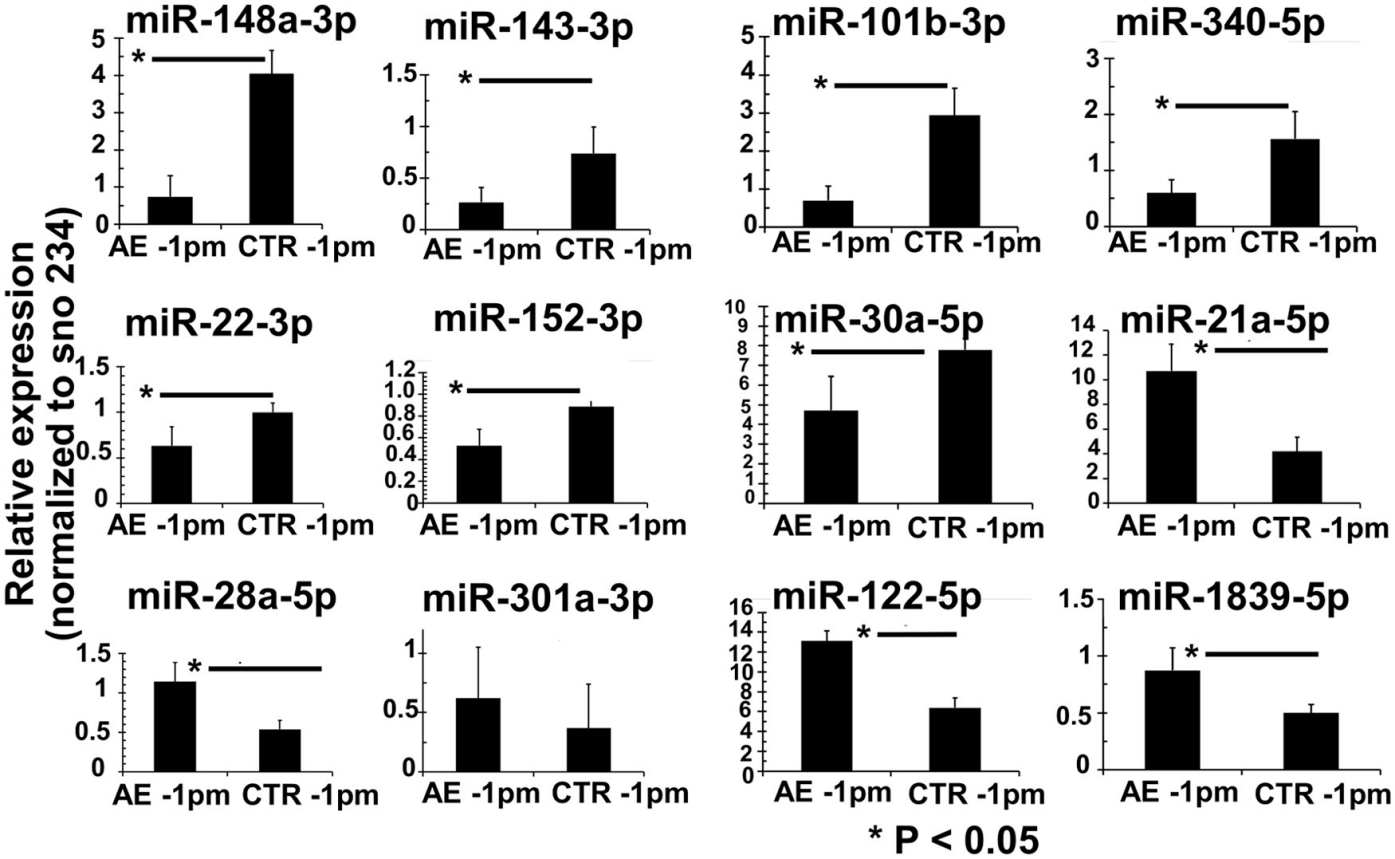
miRNAs expression validation by stem-loop RT-qPCR. Relative miRNA expression levels in livers of AE-infected and uninfected control mice. Normalization was done using *sno234* as the endogenous control. Bars represent median ± standard deviation. All stem-loop RT-qPCRs for each miR used biological replicates (n = 5 infected group and n = 4 uninfected group), with three technical replicates per experiment.

### miRNA precursors: Preference selection of 5p- and 3p arm in *E*. *multilocularis*-infected–and uninfected liver tissues

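Arm selection was derived from the same 5 libraries and the same deposited counts. The files list 808 pairs of a 5p and a 3p miRNA of 1 precursor. A name shared by precursors at several places was paired with each precursor's own other arm, so that its reads enter every such pair. The 5p selection rate of a group is the mean normalized count of the 5p arm as a percentage of the sum of the means of both arms. Whether the arm ratio differed between the groups was tested with edgeR's quasi-likelihood test of the interaction of arm and infection, on the deposited counts of both arms with a term for each library, since both arms of a library share its depth. Pairs were called at an adjusted p under 0.01 together with a difference of at least 10 percentage points; the paper's text does not name its test for this comparison.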

In order to interrogate arm selection preferences of miRNA pairs (miRNA-5p/3p) in normal and infected liver tissues, we investigated the expression levels of miR-5p and miR-3p strands of the same miRNA precursor (pre-miRNA). We identified a total of 127 miRNAs pairs that were co-expressed in all tissue samples and that exhibited a normalized read count ≥ 100 for 5p or 3p strand under infected and non-infected conditions. 

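With a mean normalized count of at least 100 for 1 arm in each group as the condition, 135 pairs were found. Without names shared by several precursors there were 118, and with the further condition that both arms have a read in every library there were 107.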

For each miRNA duplex, we calculated the selection rate (S) of 5p and 3p arm from the total read count (5p and 3p). 

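Counted by 5p rates that round to 0% or 100% in both groups, 24 of the pairs, or 17.8%, gave only the 3p arm and 21, or 15.6%, only the 5p arm. These counts depended on how strictness was defined. A minor arm with 0 reads in every library was found for 8 of the 3p and 3 of the 5p pairs. Of these strict pairs, 3 had an adjusted p under 0.01 for a change of the arm ratio (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).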

For 25 (20%) and 21 (17%) out of these 127 miRNA pairs, mature miRNA was strictly derived from 3p (S%_miR-5p = 0; S%_miR-3p = 100) and 5p (S%_miR-5p = 100; S%_miR-3p = 0), respectively, and this was independent from the primary AE infection. Regarding the remaining 81 pre-miRNAs out of the total 127 identified pairs, mature miRNAs were derived from both arms. 

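Both arms contributed to the rounded rates of 90 pairs. The median size of the difference in 5p rate between the groups was 1.69 percentage points over these pairs.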

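The rounded 5p rates were equal in both groups for 13 pairs and different for 77. The largest unrounded difference among the 13 was 0.821 percentage points. Of all 135 pairs, 30 had an adjusted p under 0.01 for a change of the arm ratio (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 22 differed by less than 10 percentage points.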

For 16 pre-miRNAs (out of the 81), 5p and 3p selection rates remained unchanged between infected and non-infected liver tissue, whereas selection preference for either the 5p- or the 3p-strand differed for the lasting 65 miRNA pairs (out of the 81). Linear regression analysis of 5p-arm selection rate in the 127 miRNA pairs showed a strong correlation (R2 = 0.9764) between the two groups of mice (Fig 5A). 

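The squared Pearson correlation of the 5p rates of both groups was 0.979 over the 135 pairs, with a slope of 0.989 for the infected on the uninfected rates. It is a correlation across miRNA pairs, which are not independent replicates. Without the strict pairs it was 0.963, and over pairs with a rate of 5% to 95% in at least 1 group it was 0.896. From this correlation, the paper states that 5p-arm selection was strongly related between the groups of mice.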

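At a difference of at least 10 percentage points, 8 pairs passed the adjusted p of 0.01. The 5p rate of miR-345 was 52.2% ± 2.13 (SD, n = 3) in infected and 19.5% ± 3.42 (SD, n = 2) in uninfected livers, a difference of 32.8 percentage points between the rates of the group means (adjusted p = 2.74e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 5p rate was also higher in infected livers for miR-16-1, by 25.7 points, miR-335, by 25.5 points, miR-28a, by 20.3 points, and miR-106b, by 16.4 points. The 5p rate decreased by 27.6 points for miR-33, by 20.3 points for miR-1981 and by 11.5 points for miR-532. For miR-144 it decreased by 11.8 points (adjusted p = 0.0283 from the same edgeR test) and for miR-214 by 10.0 points (adjusted p = 0.0138 from the same edgeR test), both above 0.01; with the unadjusted p in its place both passed, and the number of pairs was 10. The number fell to 3 with limma's test on the log2 arm ratio, where miR-345, miR-28a and miR-532 passed, and to 5 without uninfected replicate 4, where miR-335, miR-1981 and miR-106b did not pass. With every library thinned to 1690171 counts and rescaled, the difference in 5p rate of miR-532 was -9.90 points and the adjusted p of miR-1981 was 0.0198 from edgeR, so that neither passed. The name of the 5p arm of miR-16-1 is shared by precursors at 2 places, and its reads cannot be assigned to 1 of them.

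**Figure D3:**
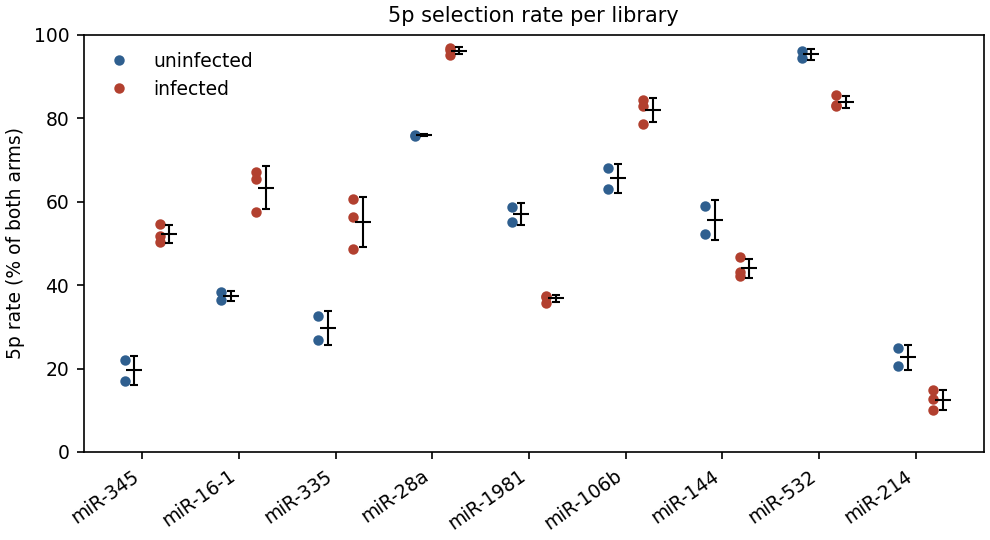
5p selection rate (% of the normalized counts of both arms) of 9 miRNA pairs, with a point for each of the 5 libraries and the group mean with its SD as a bar. In each pair, the 3 infected libraries lie on the same side of the 2 uninfected libraries.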

Particularly for nine pre-miRNA (miR-106b, miR-144, miR-16-1, miR-1981, miR-214, miR-28a, miR-335, miR-345 and miR-532) the difference in 5p- and 3p-arm expression between the two groups ranged between 10% and 33% (*P* < 0.01) as shown in Fig 5B.

**Fig 5:**
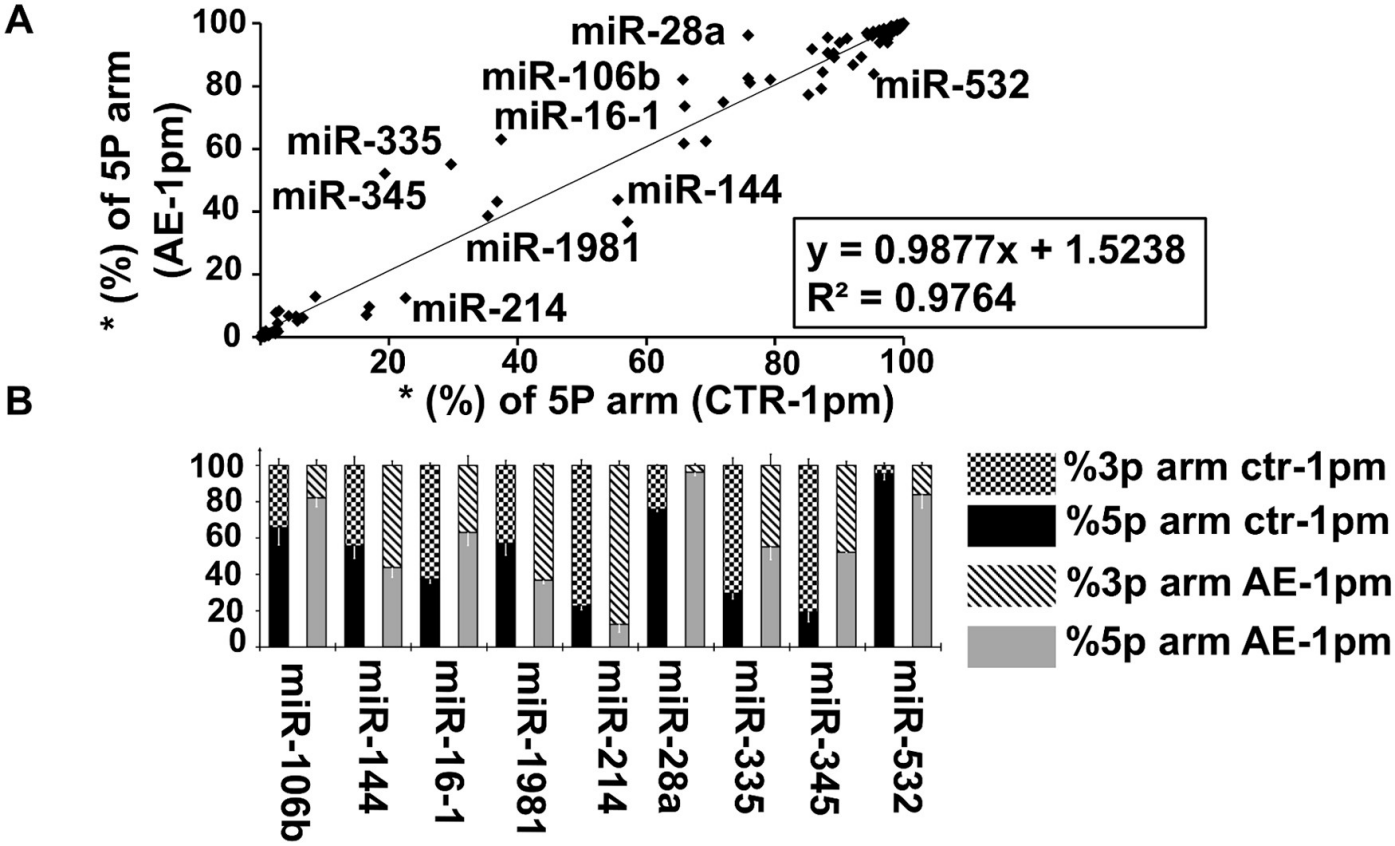
Arm selection preference (5p and 3p) in hepatic pre-miRNAs: AE-infection versus no-infection (control). (**A**) Linear regression analysis of the correlation in 5p-arm selection rate between *E*. *multilocularis*-infected (AE-1pm) and uninfected mice (ctr-1pm). The 5p-arm selection rate was determined for 127 miRNA pairs. (**B**) Nine pre-miRNAs exhibited a significant difference in 5p- and 3p-arm expression between *E*. *multilocularis*-infected (AE-1pm) and uninfected animals (ctr-1pm). For each of the nine miRNAs, the 100% stacked bars compare the 5p- and 3p-arm expression rate between AE-1pm and ctr-1pm mouse group. Black error bars represent standard deviation in percent of the 3p arm, and white bars represent standard deviation in percent of the 5p arm.

### Prediction of the target genes of dysregulated host miRNAs

Potential targets of the 28 differentially expressed host miRNAs were predicted using the miRNet tool which was based on miRTarBase v6.0, TarBase v6.0 and miRecords algorithms. In total 1645 target genes were identified for 25 miRNAs, while for the remaining three miRNAs (mmu-miR-148a-5p, mmu-miR-30a-3p and mmu-let-7d-3p), no target genes were found. Overall, from the 1645 targets, two clusters of unequal sizes were defined: a major group (1484/1645; 90%) includes target genes that are unique to one miRNA and a smaller set of 161 genes that are commonly controlled by two or more of the dysregulated miRNAs.

For the 17 down-regulated miRNAs, a set of 1426 target genes were found; almost 80% (1140/1426) of these miRNA-target interactions (MITs) were supported by experimental evidence. Among the 1426 target genes, 134 (10%) were shared by at least two miRNA molecules; out of these 134 targets, 49% (66/134) were common between mmu-miR-15a-5p and mmu-miR-340-5p.

On the other hand, for the eight up-regulated miRNAs, 219 target genes were identified, and a smaller number of MITs (117/219; 50%) were experimentally validated. Among the 219 identified target genes, 89 were regulated only by mmu-miR-122-5p, with 71 MITs being experimentally validated. In total, twenty six genes were common between two microRNAs; mmu-miR-23a-3p and mmu-miR-23b-3p share 21 targets, representing 81% of genes targeted by two different up-regulated miRNAs.

The 1645 putative target genes covered a wide range of biological functions, notably those related to immunity, metabolism and epigenetic modifications such as DNA methylation and histone modification. Genes relevant to immunity included IL-1β targeted by mmu-miR-122-5p, SMAD3/4 transcription factors targeted by mmu-miR-27b-3p and mmu-miR-122-5p, calcium/calmodulin-dependent protein kinase II alpha (Camk2a) targeted by mmu-miR-340-5p, mmu-miR-148a-3p, mmu-miR-148b-3p and mmu-miR-152-3p, interferon regulatory factor (IRF) 7/8 targeted respectively by mmu-miR-122-5p and mmu-miR-22-3p, IL-17 receptor A (IL-17RA) targeted by mmu-miR-23a/b-3p, inducible T-cell costimulator (ICOS) targeted by mmu-miR-101a-3p and vascular cell adhesion molecule (V-CAM)- 1 target by mmu-miR-340-5p.

Two genes were involved in fatty acids (FAs) biosynthesis and activation; acyl-CoA synthetase long-chain family member 1 (ACSL1) and Fatty Acid Synthase (Fasn) targeted by mmu-miR-340-5p and mmu-miR-15a-5p.

Relevant genes involved in epigenetic modifications included histone deacetylase (HDAC)-2/4/9 targeted by mmu-miR-340-5p, mmu-miR-22-3p and mmu-miR-340-5p, respectively, and DNA methyltransferases (Dnmt)-1, targeted by mmu-miR-148a/b-3p and mmu-miR-152-3p, respectively.

To elucidate regulatory relationships between up- or down- regulated miRNAs and the 1645 identified target genes, two interaction networks of miRNAs-mRNA targets were constructed and are shown in S2 and S3 Figs.

### Pathway enrichment analysis for dysregulated miRNAs

To get an overview on cellular pathways in which dysregulated miRNAs could be involved, the putative target genes were subjected to Reactome and KEGG for functional enrichment and pathway analysis. Analyses for down- and up-regulated miRNAs were made separately.

For down-regulated miRNAs: 56-Reactome- and 68 KEGG pathways (*P*-values < 0.01) were associated with up-regulated target genes. According to Fig 6A (Fig 6A), Reactome pathway enrichment analysis revealed that the main enriched biological processes targeted by down-regulated miRNAs were signaling pathways activated by growth factor receptors, namely vascular endothelial growth receptor 2 (VEGFR2), fibroblast growth factor receptor (FGFR), epidermal growth factor receptor (EGFR) and platelet-derived growth factor (PDGF). Twelve genes were shared between these four signaling pathways (S4 Table). A set of 25 genes involved in “VEGFA-VEGFR2” are highlighted in the network of down-regulated miRNAs- mRNA targets (S2 Fig).

**Fig 6:**
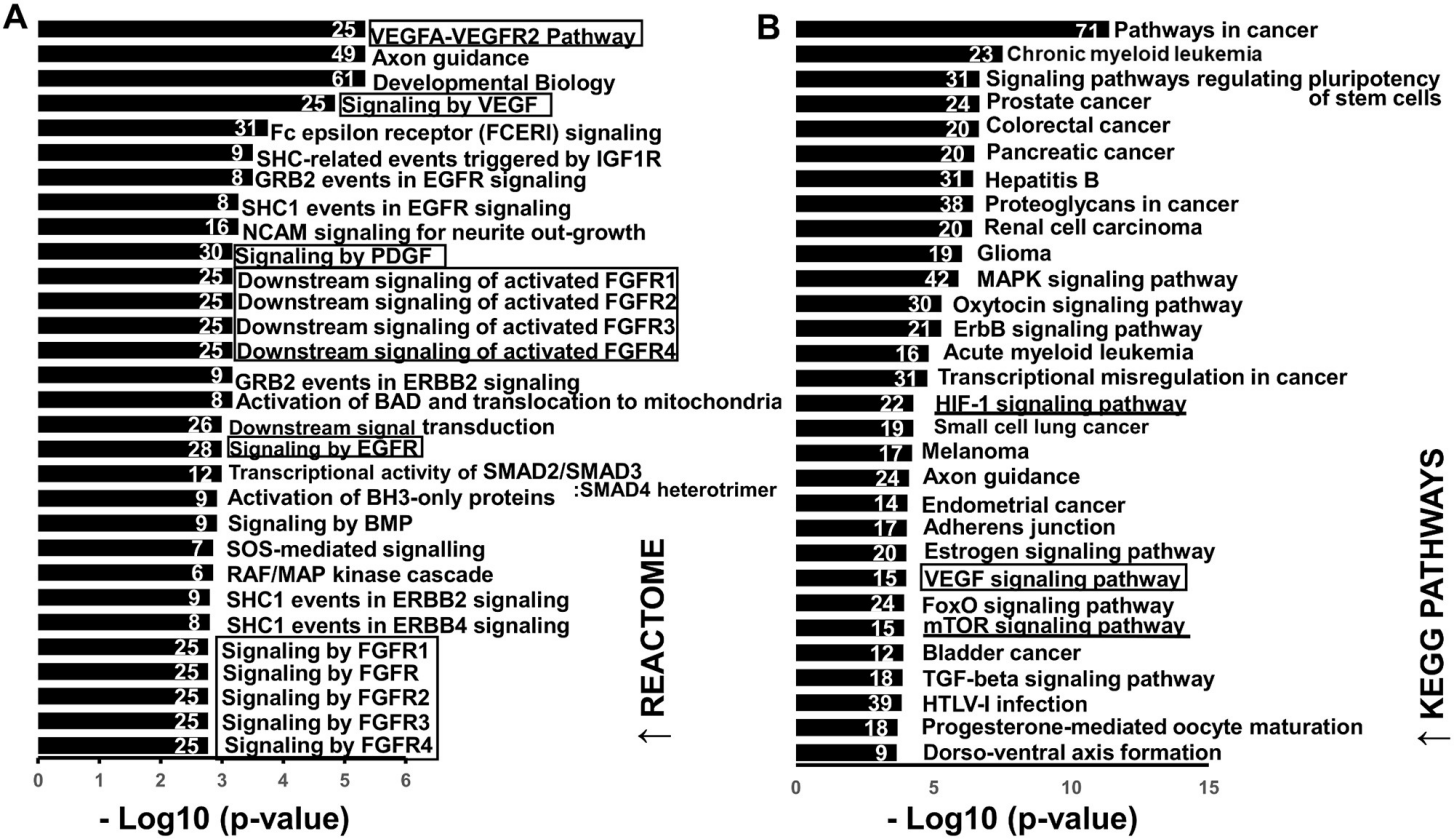
Functional analysis of predicted targets of down- regulated miRNAs. A and B: Top 30 overrepresented canonical pathways for up-regulated gene targets of down-regulated miRNAs according to Reactome and KEGG database, respectively. Pathways are ranked by score (-log10 (*P*-value). A higher score indicates that the pathway is more significantly associated with genes of interest. Numbers inside the end of each bar indicate the number of genes involved in each pathway.

The KEGG enrichment analysis revealed that target genes of down-regulated miRNAs were abundantly present in pathways that are involved in various cancers (Fig 6B).

Top 30 Reactome- and KEGG- -enriched pathways among up-regulated genes are shown in Fig 6 (Fig 6A and 6B). Genes associated to each Reactome and KEGG enriched pathway are listed in S4 Table.

As shown in Fig 7 (Fig 7), 6-Reactome and 23 KEGG pathways were significantly enriched in target genes of up-regulated miRNAs. Pathway analysis using Reactome database showed that heme biosynthesis was the most affected pathway with seven involved genes (Fig 7A) which are highlighted in the network of up-regulated miRNAs- mRNA targets (S3 Fig). Identified KEGG processes included mostly pathways associated with cancer (8 out the 23 KEGG pathways) (Fig 7B).

**Fig 7:**
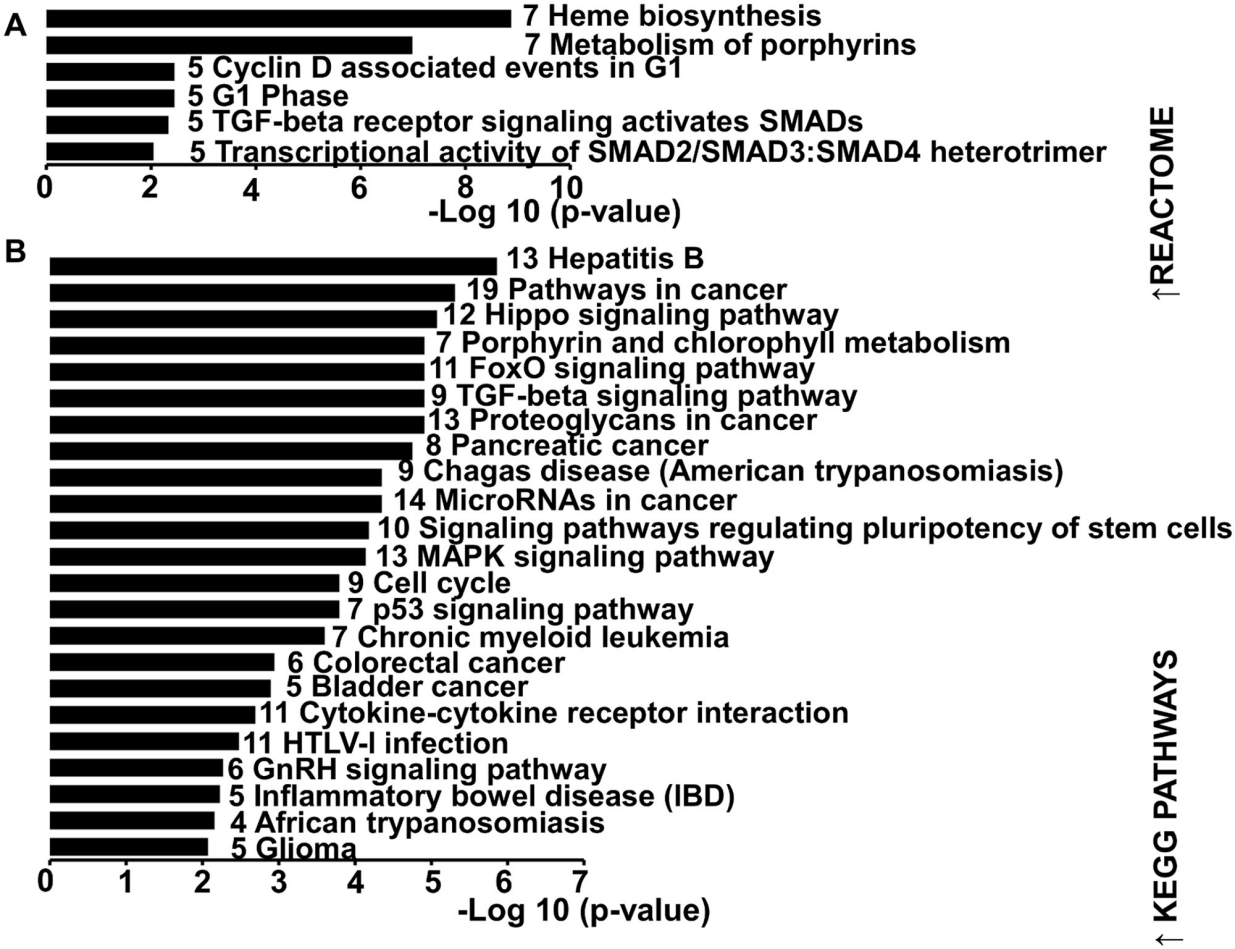
Functional analysis of predicted targets of down- and up-regulated miRNAs. A and B: Significant over-represented canonical pathways for down-regulated gene targets of up-regulated miRNAs according to Reactome and KEGG database, respectively. Pathways are ranked by score (-log10 (*P*-value)). A higher score indicates that the pathway is more significantly associated with genes of interest. Numbers inside the end of each bar indicate the number of genes involved in each pathway.

### Expression analysis of key pro-angiogenic and fatty acid synthesis –associated genes as targets of down-regulated miRNAs

Relative expression levels of five genes that were identified as targets of down-regulated miRNAs and are involved in angiogenesis (*vegfa*, *mtor* and *hif1α*) and lipid metabolism (*fasn* and *acsl1*), were further assessed by RT-qPCR in livers from AE-infected and non-infected mice (S2 Table). As shown in Fig 8, all five genes exhibited significantly increased mRNA levels in livers from *E*. *multilocularis*-infected mice relative to the non-infected control group (Fig 8).

**Fig 8:**
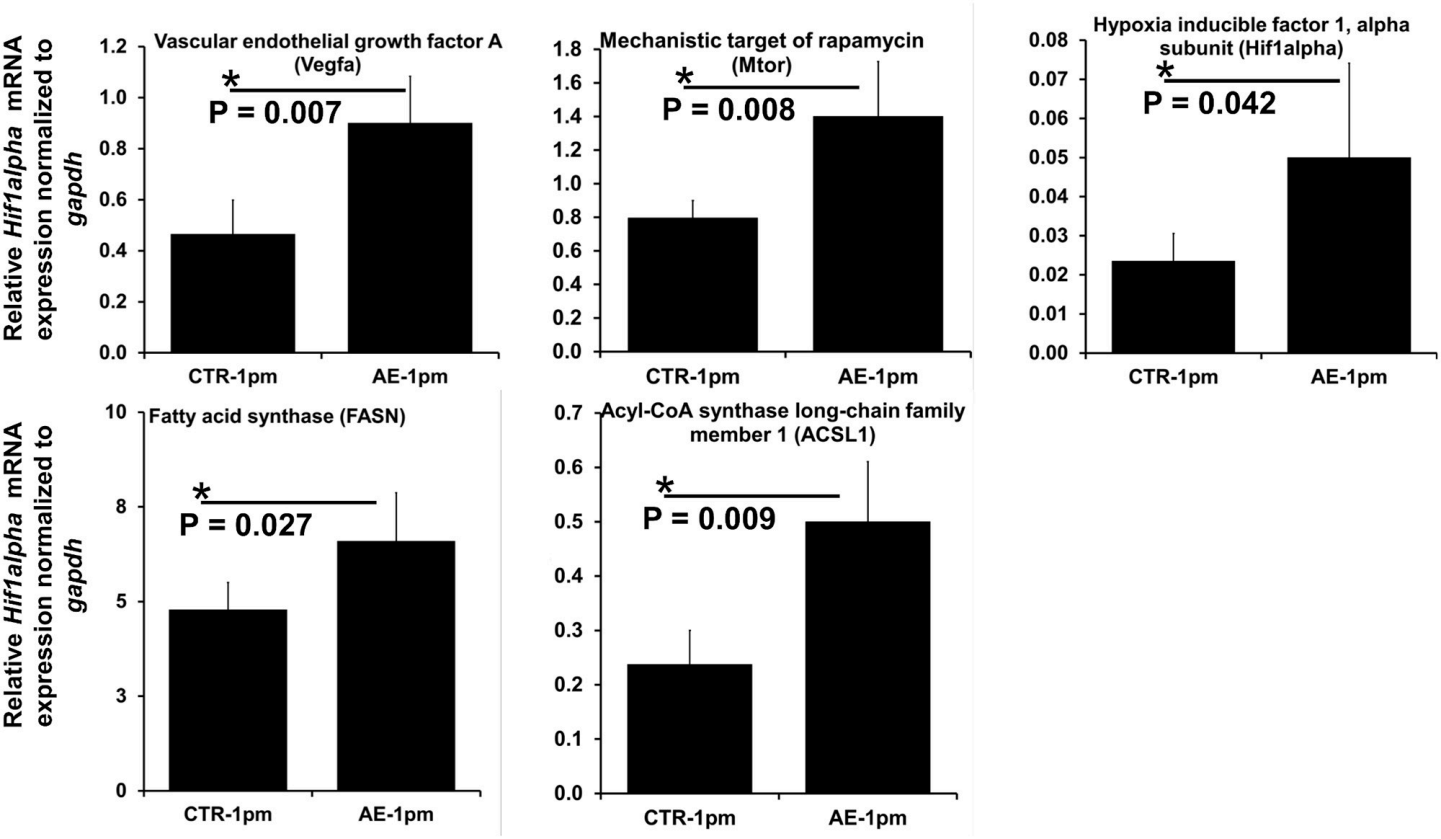
Relative mRNA level of angiogenesis- and lipid metabolism-related genes. Normalization was done using *gapdh* as endogenous reference. Bars represent median ± standard deviation. All qPCRs were carried-out using biological replicates (n = 5 mice from the infected group and n = 4 mice from uninfected group), with three technical replicates per sample.

## Discussion

In the present study we undertook NGS-based miRNAs profiling in liver tissues of mice isolated at an early stage of primary AE. The cellular composition is heterogeneous, and includes hepatocytes, stellate cells, Kupffer cells and liver endothelial cells. In addition, hepatic AE is characterized by a periparasitic infiltration of immune cells [8]. Thus our differential expression analysis of hepatic miRNAs concerns all these cell types which might be present in the isolated liver tissue samples from infected and non-infected mice.

In total, we identified 28 miRNAs that were differentially expressed between infected and non-infected mice at 1 month post-infection. In general, alterations in the microRNA transcriptome have been reported for a wide range of infectious- and non-infectious liver diseases [69].

Thirteen out of the 19 down-regulated miRNAs identified in our study were also down-regulated in experimental secondary AE in DBA/2 mice at three months post-infection [40,41]. However, none of the 9 differentially up-regulated miRNAs identified herein has been shown to exhibit altered expression levels in experimental secondary AE [40,41]. This unconformity is most likely due to differences between experiments such as the route of infection, mouse strain, and infection stage.

On the other hand, 19 out of the identified 28 dysregulated miRNAs were reported to be also affected in hepatocellular carcinoma (HCC) which is the most common type of primary liver cancer in adults [70–78]. Nonetheless, it remains to be shown whether changes in expression levels of the 19 miRNAs are common to various liver diseases, or whether they result from common induced cellular events/mechanisms that occur in liver cancerous cells as well in periparasitic liver tissue.

In our study, both miR-148a-5p, miR-148a-3p and miR-15a-5p were down-regulated and mRNA levels of the two lipogenic enzymes FASN and ACSL1 were higher in livers of *E*. *multilocularis*-infected mice when compared to controls. 

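The precursor of mmu-miR-15a-5p lies on chromosome 14 from 61632027 to 61632110, in an intron of Dleu2. In the sequenced livers, mmu-miR-15a-5p had a normalized count of 2908 ± 92.4 (SD, n = 3) in infected and 5006 ± 255 (SD, n = 2) in uninfected mice, a log2 fold change of -0.78 (standard error 0.15, adjusted p = 0.00135 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without the 3 most abundant miRNAs in the library sizes it was -0.22 (adjusted p = 0.271 from the same edgeR test), the highest adjusted p over the alternatives. By construction, that setting raises all log2 fold changes by a median of 0.56, so that it decides nothing for a lower miRNA. mRNA levels were measured by qPCR and are not in the sequencing counts.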

MiR-148a (5p and 3p) is directly involved in controlling cholesterol and triglyceride homeostasis [79–81]; down-regulation of miR miR-148a leads to an increased expression of genes related to lipogenesis and fatty acid uptake [82]. In the liver, overexpression of ACSL1 [83] results in increased proportion of oleic acid in diacylglycerol (DAG) and phospholipids (PLs), and promotes synthesis of triglyceride (TG) from free fatty acids and its accumulation in hepatoma cells [84].

Fatty acid synthase (FASN) [85] is a primary target of miR-15a-5p [86–88], and its mRNA expression was found to be significantly up-regulated in mouse liver at early stage of AE infection [51]. However, one has to consider that a single mRNA can be targeted by many different miRNAs [89] and that regulation of gene expression can also mediated by post-translational modifications. Therefore the relative increase of *fasn* and *acsl1* expression levels can only be partially explained by the decrease of miR-148a and miR-15a-5p.

Another miRNA known to play important role in regulating cholesterol and fatty acid (FAs) metabolism is miR 122, a liver-specific miRNA [90–92]. In mice, inhibition of miR-122 by *in vivo* antisense targeting resulted in a decrease in hepatic FAs and cholesterol synthesis rates [93]. 

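mmu-miR-122-5p had a normalized count of 1096972 ± 137887 (SD, n = 3) in infected and 605467 ± 13910 (SD, n = 2) in uninfected livers, 1.81 times as much (log2 fold change 0.86, standard error 0.18, adjusted p = 0.00223 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every infected library lay above every uninfected library.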

In our study, we observed a high expression of miR-122-5p in AE- infected mice. Since *E*. *multilocularis* is unable to synthesize FAs, cholesterol and other sterols *de novo*, [94] it is not surprising that AE might promote lipid synthesis in the liver. It was suggested that experimental AE in jirds could stimulate fatty acid biosynthesis [95], nevertheless further investigations are required to determine quantitative and qualitative effects of AE on host lipid metabolism and to define the exact role of miRNAs in this mechanism.

Since one miRNA may regulate many genes as its targets, it is also important to note that our results cannot be used to rule out the occurrence of other metabolic pathways which might be controlled by dysregulation of miR-148a, miR-15a-5p and miR-122-5p.

In macrophages, miR-148a-3p together with miR-30a-5p modulate inflammation by repressing NF-κB signaling and its respective pro-inflammatory consequences [96,97]. In this direction, downregulation of miR-148a-3p together with miR-30a-5p found in our study may suggest a role for these molecules in the gradual shift of Th1 to Th2 immunodominance associated with hepatic AE [7,8].

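mmu-miR-30a-5p, whose precursor lies between genes on chromosome 1 from 23272269 to 23272339, had a normalized count of 149049 ± 33181 (SD, n = 3) in infected and 253821 ± 30709 (SD, n = 2) in uninfected livers (standard error of the log2 fold change 0.19, adjusted p = 0.00749 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change was -0.62 without uninfected replicate 4. It was -0.21 without the 3 most abundant miRNAs in the library sizes (adjusted p = 0.249 from the same edgeR test, the highest over the alternatives). The latter setting raises all log2 fold changes by a median of 0.56 by construction and decides nothing here.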

Interestingly, our pathway enrichment analysis of down-regulated miRNAs revealed a clear enrichment of growth factor-associated signaling pathways with VEGFA/VEGFR2 being ranked the first by statistical significance. In endothelial cells, binding of endothelial growth factor A (VEGFA) to VEGF receptor 2 (VEGFR2) results in the formation of new blood vessels from existing vessels [98,99]. Under hypoxic conditions, transcription of *vegfa* is promoted by hypoxia-inducible factor 1-alpha (HIF1-α) [100]. In our analysis, the HIF-1 signaling pathway was among significantly enriched KEGG pathways in the targeted genes of down-regulated microRNAs. In relation to miRNAs, both *vegfa* and *hif1-α* are experimentally validated targets of mmu-miR-15a-5p, mmu-miR-126a-5p and mmu-miR-101a/b-3p [101–105] (down-regulated miRNAs in this study). 

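mmu-miR-126a-5p, from an intron of Egfl7 on chromosome 2 from 26591357 to 26591429, had a normalized count of 42574 ± 7110 (SD, n = 3) in infected and 74164 ± 2460 (SD, n = 2) in uninfected livers (log2 fold change -0.80, standard error 0.17, adjusted p = 0.00279 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -0.24 without the 3 most abundant miRNAs in the library sizes, with an adjusted p of 0.204 from the same test. Since that setting raises all log2 fold changes by a median of 0.56 by construction, it decides nothing here. mmu-miR-101a-3p, from an exon of a long noncoding RNA gene on chromosome 4 from 101346945 to 101347027, had 8239 ± 1796 (SD, n = 3) and 52435 ± 2377 (SD, n = 2), a log2 fold change of -2.67. For mmu-miR-101b-3p, from an intron of Rcl1 on chromosome 19 from 29135279 to 29135375, the normalized counts were 30806 ± 8667 (SD, n = 3) and 104030 ± 1354 (SD, n = 2), a log2 fold change of -1.76.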

Herein, relative mRNA levels of *vegfa* and *hif1-α* were significantly higher in *E*. *multilocularis* infected liver tissues. In a previous study in Wistar rats, a higher protein level of HIF-1α was found in the actively multiplying infiltrative region of the AE liver lesions in comparison to the hepatic parenchyma [106].

The two miRNAs; mmu-miR-101a/b-3p mmu-miR-15a-5p have been reported to negatively regulate expression of the *mechanistic target of rapamycin* (*mTOR*) [107–109], which has recently emerged as a regulator linking inflammation to angiogenesis trough activation of the TNFα/IKKβ signaling pathway, which in turn lead to the production of extracellular matrix-degrading and remodeling enzymes [110–112]. In our experiment, we observed an increase in mRNA expression of *mtor* in infected mice, however further examination on the protein level is needed. Overall, although the presence of factors favoring formation of new blood vessels, precisely the tissue hypoxia caused by a continuous growth of metacestodes and the early host inflammatory reaction [113,114], the occurrence of angiogenesis during AE needs to be profoundly explored; it was recently demontrated that an angiographic vascularity takes place around liver lesions caused by *E*. *multilocularis* [115].

Target genes of miR-122 are mostly enriched in heme biosynthesis and porphyrin metabolism, this may be linked to the recently reported critical role of miR-122 for regulation of systemic iron metabolism [116]. To date there is growing evidence that miRNAs activate gene expression under certain conditions; nuclear miRNAs can activate gene transcription by targeting enhancers [117] and cytoplasmic miRNAs can function to post-transcriptionally stimulate gene expression [118]. Consequently, prediction analysis of cellular pathways that could be targeted for negative regulation by the up-regulated miRNAs must be approached cautiously and in a relative manner.

In infectious diseases, molecular mechanisms underlying the differential miRNA expression patterns remain unidentified. In addition, regulation of miRNAs expression is a complex and multilevel-process [119]. Expression of four genes involved in miRNAs biogenesis was found to be altered subsequently to liver infection with *E*. *multilocularis* [41], however this cannot explain the reported selectivity in regulating miRNAs expression. Further investigations are needed to clarify the contribution of parasites in changing expression and abundance of host miRNAs, particularly regarding the potential role of epigenetic mechanisms. In this respect, it has been reported that epigenetics, including DNA methylation and post-translational modifications of histones, regulates the expression of a notable number of miRNA genes [120].

In this study, we also examined arm selection preferences (5p or 3p) in miRNA pairs of normal and *E*. *multilocularis* infected liver tissues. In fact, it was widely reported that the double stranded pre-miRNAs produced only one mature functional miRNA at one arm, either 5p or 3p. This selection relied largely on the thermodynamic stability of the strands as a chief factor in determining which arm of the duplex will be incorporated in the RISC complex as functional miRNA. Recent evidence revealed that many pre-miRNAs may yield two mature products deriving from both arms (5p and 3p) with different selection rates [121–124]. Furthermore, it was shown that in response to a pathological condition e.g. cancer [125,126] and infection [127], the 5p- and 3p selection preference of some pre-miRNAs was altered. So this so-called “arm switching” phenomenon is now recognized as a miRNA post-transcriptional regulatory mechanism [128]. 

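The arms of miR-28a, from an intron of Lpp on chromosome 16 from 24827855 to 24827940, moved in opposite directions. mmu-miR-28a-5p had a log2 fold change of 1.00 (standard error 0.17, adjusted p = 0.000623 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and mmu-miR-28a-3p one of -2.00 (standard error 0.20, adjusted p = 7.31e-06 from the same edgeR test). The 5p rate of miR-28a was 96.1% ± 0.846 (SD, n = 3) in infected and 75.9% ± 0.238 (SD, n = 2) in uninfected livers. Both arms of miR-345 together had 2059 reads over the 5 libraries, with at least 226 in each, and those of miR-28a had 20473, with at least 1613 in each.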

In our study, we found nine miRNAs showing significant differences in 5p- and 3p-arm selection preference between normal and infected liver tissue. Arm switching may be explained by the fact that the miR-5p and miR-3p resulting from the same pre-miRNA may act on different mRNA targets, thus they might be subjected to inverse regulation [129].

In conclusion, we demonstrated that primary murine AE significantly alters the hepatic miRNA transcriptome during the early stage (1 month post-infection). 28 miRNAs exhibited altered expression levels, with 19 miRNAs being down-regulated and 8 being up-regulated. Our analysis indicates that target genes of dysregulated miRNAs might be involved in angiogenesis and metabolic pathways, in particular lipid and heme biosynthesis. Future studies on transcriptome characterization of both mRNA and miRNA during more advanced AE-stages are urgently required with the prospective goal to first identify miRNAs signatures associated with disease progression and second to get a deep and direct insight into the cellular pathways which could be potentially targeted by dysregulated miRNAs.

## Supporting information

S1 Table Stem-loop RT-qPCR primers. (XLSX) Click here for additional data file.

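Each of the 12 mature miRNA sequences of the S1 Table was located in the sequence of its precursor from the GENCODE transcripts and placed on mm10. mmu-miR-148a-3p, with the sequence UCAGUGCACUACAGAACUUUGU, starts at base 61 of its precursor and lies on the minus strand of chromosome 6 from 51269829 to 51269850. mmu-miR-21a-5p, with the sequence UAGCUUAUCAGACUGAUGUUGA, starts at base 18 of its precursor and lies on the minus strand of chromosome 11 from 86584120 to 86584141.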

S2 Table qPCR primers. (XLSX) Click here for additional data file.

S3 Table list of identified miRNAs in the control and infected samples. (XLSX) Click here for additional data file.

S4 Table Reactome and KEGG pathways enriched for targets of the 19 down- and 9 up-regulated miRNAs. (XLSX) Click here for additional data file.

S1 Fig Characterization of the miRNAs identified by NGS from AE-infected and control animals. **(A)** Length distributions of total reads in the five small-RNA libraries. On the X-axis, reads < 10 nucleotides and reads > 25 nucleotides were discarded. The Y-axis depicts the read counts. The peak for the miRNA candidates (21 nucleotides) is centered. **(B)** The frequency of miRNAs that are expressed at the defined levels in each group, most of miRNAs are expressed with a read count less than 100.
(TIF) Click here for additional data file.

S2 Fig Down-regulated microRNA-target network. This network represents regulatory relationships between down-regulated miRNAs in alveolar echinococcosis and their target genes. Blue square: miRNAs and red dots: target genes. The 25 genes involved in VEGFA-VEGFR2 pathway are highlighted in green. The Network can be reproduced by entering the set of down-regulated miRNAs online in http://www.mirnet.ca/.
(TIF) Click here for additional data file.

S3 Fig Up-regulated microRNA-target network. In liver of *E*. *multilocularis*-infected mice, 9 miRNAs were significantly overexpressed as compared to uninfected controls. Target genes of seven up-regulated miRNAs were predicted. This network represents regulatory relationships between up-regulated miRNAs and their target genes. Two miRNAs (mmu-mir-1839-5p and mmu-mir-28a-5p) were not connected neither to the main tree nor to each other, thus they are not presented here. Twenty-six genes are common between two microRNAs (dark yellow circles). The seven genes involved in heme biosynthesis pathway are highlighted in green.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

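Small RNA was sequenced by the authors from livers of 3 infected and 2 uninfected mice 1 month after oral inoculation with E. multilocularis eggs in the infected group. Mice are numbered within their own group, and the numbers pair no samples. According to the methods, the authors trimmed and demultiplexed the reads with bcl2fastq, checked them with FastQC, discarded reads outside their length limits or with an N base, mapped the rest to the mouse genome mm10 with STAR without splicing, and counted uniquely mapped reads per mature miRNA of miRBase with htseq-count. The miRBase release is not given in the sources used here. The deposited values are raw counts for 1907 mature miRNAs in each library, in the layout of STAR's own gene counts, with a column for reads on either strand, 1 for reads on the strand of the miRNA and 1 for the opposite strand. Column 3, reads on the strand of the miRNA, was used, because its total equals the reads on features that the paper's Table 1 reports for every library. The first 4 entries of each file, which name no miRNA (unmapped, multimapped, unassigned and ambiguous reads), were left out of library sizes and tests. Unmapped and multimapped reads were 20.8% and 18.9% of the cleaned reads in uninfected replicate 3, 23.9% and 18.3% in uninfected replicate 4, 23.5% and 20.1% in infected replicate 2, 16.4% and 17.6% in infected replicate 3, and 16.9% and 18.4% in infected replicate 5. Uniquely mapped reads on no miRNA were between 2.74% and 4.71% of the uniquely mapped reads of a library, and at most 5 reads of a library were ambiguous.

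The counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and positions and figures with Python 3.11.15 and matplotlib 3.10.9. The authors used an earlier release of DESeq2. edgeR's filterByExpr was run with its defaults (a minimum count of 10 and a minimum total of 15), libraries were scaled by TMM, and groups were compared with the robust quasi-likelihood fit and test. A normalized count is the count of a library divided by its TMM-effective library size over the geometric mean of the 5 effective library sizes. miRNAs were called at an adjusted p under 0.05, and counted as dysregulated with a mean normalized count of at least 1000 in at least 1 group and a log2 fold change of at least 0.58 in size, which are the paper's thresholds for count and fold change. Principal components used DESeq2's regularized log2 values, blind to the groups, of the 500 miRNAs with the highest variance. For arms, pairs needed a mean normalized count of at least 100 for 1 arm in each group and at least 10 reads over all libraries and both arms, and were called at an adjusted p under 0.01 with a difference of at least 10 percentage points.

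The tests, their thresholds, the named miRNAs and the alternatives were set before the data were examined, after the paper, its Table 2 and its S3 Table had been read, so that the values in these tables had been seen. Set later, after values had been seen, were an adjusted p under 0.01 for dysregulated miRNAs, GC content as an offset, the thinning of the arm counts, the unstranded column for arms, the thinning with counts put back on the scale of the full libraries, the boundaries of the chromosome 12 locus, the correlations over pairs of miRNAs other than that of neighbours within 10 kb and its alternative of 50 kb, the sums and random lists of the chromosome 12 locus, the differences between cell-type lists, the count of each precursor once for other arms, and the comparison of reads mapped to several places. The other tests of technical explanations are alternatives set beforehand, though what each would show was written down after values had been seen. Named were every miRNA of Table 2, Fig 1B and Fig 5B, every miRNA of the cell-type lists that is spoken of, up to 5 further miRNAs outside Table 2 with the largest log2 fold change in size among those with an adjusted p under 0.05, a mean normalized count of at least 1000 in 1 group and each infected library on the same side of each uninfected one, the other arms and cluster neighbours of the paper's 28, and pairs outside those of Fig 5B that passed the arm test. Any other name was chosen after its values were seen, and the text says so.

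Of the 1907 names, 1895 were matched to a precursor in the GENCODE annotation of mm10, and precursors were taken as neighbours within 10 kb on the same strand. Lists of miRNAs associated with hepatocytes, immune cells, erythroid cells, mesenchymal cells and endothelial cells were written from general knowledge. They were tested with limma's camera at its default correlation of 0.01 and with fry where at least 3 members were tested, which left out the endothelial list. Correlations over pairs of miRNAs were tested with 10000 permutations of miRNAs, two-sided. The p-values of 4 such correlations were adjusted together, and 2 more, leaving out pairs on chromosome 12, were computed outside this adjustment. Exact permutation tests over the 5 libraries have 10 splits.

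The alternatives were DESeq2 with its defaults and with the fold-change prior that was its earlier default, DESeq2's size factors in edgeR, total counts, total counts without the 3 most abundant miRNAs, no filter on low counts, at least 10 counts in every library, the count column without regard to strand, thinning of every library to 1690171 counts, other definitions of detection, transformation, pairs and strictness, and leaving out each library in turn. With a library left out, a single uninfected library can remain, which was then assumed to vary like the infected ones.

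The differential test, the arm test, the correlation over pairs and the list tests were tested on simulated data with known changes. For infected against uninfected libraries, counts of 838 miRNAs were drawn from the means, dispersions and library sizes of the deposited counts, with 200 miRNAs changed. edgeR tested 344 of them, recovered 66 of the 84 changed ones among these, or 78.6%, and made 1 false call, or 1.49% of its calls. Of changed miRNAs with a mean of 1000 or more, 96.6% were recovered by edgeR and 96.6% by DESeq2. The recovery rates given here are not split by the size of the simulated change. They therefore do not show how many changes close to the fold-change threshold would be recovered. DESeq2 gave an adjusted p for 725 miRNAs and recovered 56 of 172 changed ones, or 32.6%, with 0 false calls. Without any simulated change, edgeR made 0 calls, and DESeq2 made 0 calls. The arm test, on 111 simulated pairs of which 40 were changed, recovered 24, or 60%, with 0 false calls. The correlation over neighbours, with 1000 permutations here, was 0.0589 (permutation test, p = 0.43) with no shared change and 0.907 (permutation test, p = 0.000999) with a simulated shared change. For a simulated change of the immune list, the adjusted p was 2.0e-18 with camera and 0.00867 with fry, and without a change no list had an adjusted p below 0.712 with camera or 0.574 with fry.

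The precision of each value is limited by 3 and 2 libraries per group and by the depth of uninfected replicate 3, the smallest library. No molecular identifiers are described, and limits from counts cover counting error only. qPCR measurements, sequence lengths and target predictions of the paper were not analysed here.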

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

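Among the tests in this part, those chosen only after the result was seen were the adjusted p under 0.01, GC content as an offset, the thinning of arm counts, the summed counts and random lists of the chromosome 12 locus and the differences between cell-type lists used for it, and what each test would show under a technical explanation was also written down afterwards.

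At an adjusted p under 0.05, a threshold set here because the paper names none for the sequencing data, the paper's thresholds for count and fold change were also passed by 11 miRNAs that the paper does not report as dysregulated: mmu-miR-99b-5p, mmu-let-7e-5p, mmu-miR-511-3p, mmu-miR-139-5p, mmu-miR-151-5p, mmu-miR-19a-3p, mmu-miR-425-5p and mmu-miR-497a-5p, which were higher in infected livers, and mmu-miR-140-3p, mmu-miR-200a-3p and mmu-miR-145a-5p, which were lower. Of these, mmu-miR-19a-3p, mmu-miR-425-5p, mmu-miR-497a-5p, mmu-miR-140-3p and mmu-miR-200a-3p are named because their values were seen to pass. They drew attention because they lie outside the miRNAs the paper discusses. At an adjusted p under 0.01, 5 of them passed in edgeR, without mmu-miR-99b-5p and mmu-let-7e-5p, and 7 in DESeq2 with its defaults, with both of these, so that the number depends on the threshold. Under each of DESeq2's size factors, total counts and total counts without the 3 most abundant miRNAs, mmu-miR-99b-5p and mmu-let-7e-5p still passed, so that the choice among these scalings does not account for those 2. The other 9 did not pass under at least 1 of these scalings, and the choice of scaling may account for them. Among these scalings, mmu-miR-140-3p, mmu-miR-200a-3p and mmu-miR-145a-5p failed only under total counts without the 3 most abundant miRNAs. That setting shifts all log2 fold changes by a median of 0.56 by construction, so that it decides nothing for these miRNAs. Single libraries matter as well: without uninfected replicate 3 only mmu-miR-140-3p and mmu-miR-200a-3p of the 11 passed, without uninfected replicate 4 only mmu-miR-99b-5p, mmu-miR-511-3p and mmu-miR-139-5p, 3 in all, and without infected replicate 3 there were 7. Of the 2 that passed under every scaling, mmu-miR-99b-5p had an adjusted p of 0.138 without uninfected replicate 3 and 0.0523 without infected replicate 5, and mmu-let-7e-5p 0.107 without uninfected replicate 3 and 0.120 without uninfected replicate 4, all from edgeR. For both, variation among single livers and a difference between infected and uninfected livers remain open.

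The arms of miR-33, from intron 16 of Srebf2 on chromosome 15 from 82198122 to 82198190, changed their ratio, and the paper does not list this pair. Its 5p rate was 55.8% ± 7.36 (SD, n = 3) in infected and 84.0% ± 0.760 (SD, n = 2) in uninfected livers, and the rates of the group means differed by -27.6 percentage points (adjusted p = 4.44e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 3 infected libraries below both uninfected ones. Both arms together had 1477 reads, with at least 187 in each library. With each library left out in turn the difference stayed at 25.2 points or more in size and the pair stayed past both thresholds, which argues against 1 library as the cause. After thinning to 1690171 counts and rescaling to the full libraries it was -30.8 points, which argues against depth; with thinning alone, the pair was under the minimum of 100 normalized counts and had no value. limma's test on the log2 arm ratio gave an adjusted p of 0.0135, above 0.01, so that the call depends on the test. The interaction test compares infected with uninfected livers, and what produces the difference between them was not tested.

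A group of neighbouring precursors on chromosome 12, from mir-379 at 109709060 to mir-369 at 109743496, is not discussed in the paper. Its boundaries were chosen after the values were seen. Of 14 tested miRNAs, 13 were higher in infected livers and mmu-miR-369-3p was lower, and the median log2 fold change was 1.56. edgeR called 9 of them at an adjusted p under 0.05 over all miRNAs, and DESeq2 with its defaults called 4. These miRNAs are rare, with the larger of both group means between 9.09 and 188 normalized counts. Their sum was 661 ± 49.8 (SD, n = 3) in infected and 288 ± 7.10 (SD, n = 2) in uninfected livers, without overlap (exact permutation test, two-sided, p = 0.1, the smallest the design allows). The median lay at percentile 100 of 10000 random lists of the same size matched on mean expression, which describes these libraries only. The 6 tested miRNAs of the same chromosome from 109585789 to 109595388, up to miR-136, had a median of -0.47, which was 0.12 with total counts without the 3 most abundant miRNAs and 0.04 without uninfected replicate 4. After thinning, 8 miRNAs were still tested and edgeR called 3 of them. Their median was 1.30, which argues against depth for these 8 only. With GC content as an offset, edgeR called 7 of the 14. The median of the 14 was 1.41 there and at least 1.35 under 3 other scalings, which argues against scaling and GC content. It was 0.88 without uninfected replicate 4, the lowest value with 1 library left out, which argues against a single library as the whole cause, but the number called was 3 without uninfected replicate 3, 3 without uninfected replicate 4 and 5 without infected replicate 2. A lower share of hepatocytes would raise the lists of all other cell types alike. The mean log2 fold change of the immune list lay 1.43 (standard error over members 0.55) above that of the mesenchymal list and 1.36 (standard error 0.42) above that of the erythroid list. Without infected replicate 3 the first of these was 1.15 (standard error 0.63), less than 2 standard errors. Members are not independent, since the tested mesenchymal ones are both arms of miR-143, miR-145a and miR-214. Both arms of miR-144 are in the erythroid list. The standard errors are therefore too small to decide, and a lower share of hepatocytes stays open. The hepatocyte list starts too high to show a small drop and excludes nothing here. A change at this locus in infected livers is a candidate explanation, found and tested on the same libraries, and a change in the share of another cell type stays open and was not tested.

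Among the other arms of the paper's 28 miRNAs, 2 changed in the opposite direction with both arms called by edgeR; precursors outside the 28 are not counted here. The paper reports mmu-miR-21a-5p and mmu-miR-28a-5p as higher and miR-28a as a pair whose arms differ, but does not report the fall of mmu-miR-21a-3p and mmu-miR-28a-3p, which are too rare for its count threshold. For miR-21a, the log2 ratio of the 5p to the 3p arm rose by 2.55 (adjusted p = 2.42e-12 from edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment). The 3p arm had 193 reads over the uninfected and 152 over the infected libraries, and the 5p rate differed by only 0.0261 percentage points. The change in log2 ratio stayed at 2.42 or more with each library left out and was 2.42 after thinning. This argues against 1 library and against depth as the cause of the change in ratio. The calls of the single arms are less stable: mmu-miR-21a-5p was not called without uninfected replicate 3, uninfected replicate 4 or infected replicate 5, with adjusted p of 0.124, 0.129 and 0.202, and the log2 fold change of mmu-miR-21a-3p, -1.34, was not called without uninfected replicate 3, uninfected replicate 4 or infected replicate 2, with 0.0780, 0.146 and 0.0723, nor under total counts without the 3 most abundant miRNAs. For miR-28a, mmu-miR-28a-3p had a log2 fold change of -2.00, and the ratio rose by 3.00 (adjusted p = 1.76e-10 from the same edgeR test). It stayed at 2.87 or more with each library left out and was 3.14 after thinning, with the same reading. limma's test on the log2 arm ratio gave an adjusted p of 0.00505 for both pairs, so that the size of the p depends on the test. What produces these differences between infected and uninfected livers, such as a change in how the arms are kept or lost, was not tested.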

How the results depend on the processing

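Chosen only after values had been seen were the adjusted p under 0.01, GC content as an offset, thinning with counts rescaled to the full libraries, and the thinned and unstranded arm counts. No paired analysis was possible because the groups share only replicate number 3, which numbers mice within a group. An exact permutation test of 3 against 2 libraries has 10 splits and cannot give a p below 0.1; this limit does not apply to the tests of edgeR and DESeq2.

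The alternatives were tallied over the results and miRNAs followed under each of them. Of the values in this tally, 1224 kept direction and side of the threshold or, for counts and shares, stayed within 1.5 times or the spread. A further 84 lost a call, 17 gained one, 51 moved further and 9 changed sign. The sign changes of mmu-miR-29c-3p, mmu-miR-144-5p and mmu-miR-25-3p given below are not in this tally. Nor are those of the chromosome 12 median up to miR-136. All 28 miRNAs of Table 2 kept their direction under every alternative in which they were tested. The number of the 28 past the paper's thresholds was 28 under DESeq2 with either prior setting, DESeq2's size factors, total counts, no filter and at least 10 counts in every library. It was 27 with the unstranded column, where mmu-miR-126a-5p was not among the tested miRNAs and the cause was not tested, and 27 with GC content as an offset, where mmu-miR-152-3p had a log2 fold change of -0.58, just short of the threshold.

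At an adjusted p under 0.01 in place of 0.05, 32 miRNAs were dysregulated in edgeR, 11 higher and 21 lower, with 27 of the 28, without mmu-miR-21a-5p, and 5 of the 11 outside Table 2. In DESeq2 with its defaults there were 35, with 14 higher, 28 of the 28 and 7 of the 11. A stricter threshold lowers these counts by construction.

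Scaling moved the balance of calls. With total counts in place of TMM, the 123 calls were 38 higher and 85 lower, the dysregulated miRNAs were 11 higher and 29 lower, and 5 of the 11 miRNAs outside Table 2 passed; all log2 fold changes shifted by a median of -0.22. Without the 3 most abundant miRNAs in the library sizes, there were 188 calls, 154 higher and 34 lower, 40 dysregulated miRNAs were higher and 8 lower, and 17 of the 28 passed. The shift of 0.56 follows from the construction of that setting, because these miRNAs hold more of the infected libraries.

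With every library thinned to 1690171 counts, as planned, 34 miRNAs were dysregulated and 24 of the 28 passed. The 4 that did not, mmu-miR-148a-5p, mmu-miR-301a-3p, mmu-let-7d-3p and mmu-miR-106b-5p, were still called by edgeR, and their thinned normalized counts lay under 1000 by construction. After this was seen, an alternative was added that puts thinned counts back on the scale of the full libraries, and it gave 40 dysregulated miRNAs with 28 of the 28.

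With each library left out, calls ranged from 53 without uninfected replicate 4 to 165 without infected replicate 3, and were 61 without uninfected replicate 3. Higher calls ranged from 16 to 87 and lower calls from 34 to 78. Dysregulated miRNAs ranged from 25 without uninfected replicate 4 to 40 without infected replicate 3, those that were higher from 7 without uninfected replicate 3 to 19, with 8 without uninfected replicate 4, and of the 11 miRNAs outside Table 2, between 2, without uninfected replicate 3, and 9 still passed, with 3 without uninfected replicate 4 and 7 without infected replicate 3. Of the 28, between 22, without uninfected replicate 4, and 28 passed. The smaller number of samples accounts for part of the loss by construction, and the rest of the cause was not tested.

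Of the 124 called miRNAs, 3 changed sign without the 3 most abundant miRNAs in the library sizes, where they were no longer called: mmu-miR-29c-3p from -0.52 to 0.039, mmu-miR-144-5p from -0.53 to 0.041 and mmu-miR-25-3p from -0.50 to 0.060; mmu-miR-29c-3p and mmu-miR-25-3p are named because this change was seen. Under every other alternative, 0 of the called miRNAs tested there changed sign. Among miRNAs that were not called but are spoken of here, with total counts the log2 fold change of mmu-miR-192-5p was -0.0085, that of mmu-miR-126a-3p -0.19 and that of mmu-let-7d-5p -0.063. Without the 3 most abundant miRNAs in the library sizes, the log2 fold change of mmu-miR-15a-3p was 0.51 and that of mmu-miR-106b-3p 0.17, and thinning gave 0.094 for mmu-miR-15a-3p. Over the fits without 1 library, the log2 fold change of mmu-miR-126a-3p ranged from -0.023 without uninfected replicate 4 to 0.066. That of mmu-miR-340-3p ranged from -0.26 without uninfected replicate 4 to 0.88, and that of mmu-miR-15a-3p from -0.16 to 0.00401 without infected replicate 5. All log2 fold changes shifted by a median of -0.22 with total counts and 0.56 without the 3 most abundant miRNAs. The sign changes under these scalings follow from shifts of about this size. The cause of those after thinning and without 1 library was not tested.

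The number of detected miRNAs rests on single reads. With at least 10 reads over the group it was 433, with 345 in both groups, 83 in the infected and 5 in the uninfected group only. A mean normalized count of at least 0.5 gave 699, with 530, 124 and 45, which match the paper's numbers. Thinned to 2 libraries per group, the infected-only and uninfected-only counts were 99 and 95, 101 and 96, and 91 and 97. Without 1 library, the infected-only count ranged from 129 to 277 without uninfected replicate 4, and the uninfected-only count from 19 without uninfected replicate 4 to 80.

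With log2 CPM and a prior count of 2, the distance ratio was 1.36 and the first component held 53.7%. Over only the miRNAs passing the filter on low counts, log2 CPM gave 1.91 and 72.6%, so that the lower values came with the low-count miRNAs. When 1 library was left out the ratio ranged from 1.66 to 2.2 without infected replicate 3, and the first component from 66.4% to 82.3%, also without infected replicate 3. The cause of the change with this library was not tested.

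Among arms, the strict counts moved with the definition: 9 pairs for 3p and 12 for 5p with both arms read in every library, which by construction removes minor arms without reads, and 8 and 3 with a minor arm at 0 reads in every library. The squared correlation was 0.896 over pairs with a rate of 5% to 95% and ranged from 0.964 without uninfected replicate 3 to 0.981 with a library left out. Pairs that differ numbered 3 with limma on the log2 arm ratio, all among the paper's 9, and 3 after thinning, all among the 9, where pairs fall under the minimum of 100 by construction; after thinning with rescaled counts there were 6, of which 5 were among the 9. Leaving out single libraries, 5 pairs, without uninfected replicate 4, to 11, without infected replicate 5, passed, and 4 to 9 of the paper's 9. The cause was not tested.

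Of the cell-type lists, the hepatocyte list, with a median log2 fold change of 0.53, and the mesenchymal list, with -0.52, were called by fry, with adjusted p of 0.00515 and 0.00252, and not by camera, where the adjusted p over the alternatives for the hepatocyte list was from 0.0865 to 0.129 and for the mesenchymal list from 0.0850 to 0.175.

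Depth limits which miRNAs can be compared. In the simulated data edgeR recovered 96.6% of changed miRNAs with a mean of 1000 or more and 78.6% of all changed ones tested. These rates are not split by the size of the change, so that recovery close to the fold-change threshold cannot be read from them.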

Differences from the paper's values

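The number of dysregulated miRNAs that were higher in infected livers was 17, against the paper's value of 9 in its results and the paper's value of 8 in its conclusions. Of the alternatives set before the data were examined, total counts in place of TMM gave 11, leaving out uninfected replicate 3 gave 7 and leaving out uninfected replicate 4 gave 8, all within 1.5 times both of the paper's values. Leaving out uninfected replicate 4 equals the paper's 8 in the count alone: mmu-miR-21a-5p, mmu-miR-106b-5p, mmu-miR-122-5p and mmu-miR-1839-5p of the 9 in Table 2 did not pass there, and mmu-miR-99b-5p, mmu-miR-511-3p and mmu-miR-139-5p, which are not in Table 2, did. The others differed from both: 15 with DESeq2 and its defaults, 15 with DESeq2 and its fold-change prior, 15 with DESeq2's size factors in edgeR, 40 without the 3 most abundant miRNAs in the library sizes, 18 without a filter on low counts, 18 with at least 10 counts in every library, 17 with the unstranded column, 14 after thinning, and 16, 19 and 15 without infected replicates 2, 3 and 5. The paper names no adjusted p threshold for these miRNAs, and 0.05 was used. An adjusted p under 0.01, chosen after seeing the values, gave 11 in edgeR, within 1.5 times both of the paper's values, and drops 1 of the paper's 28, mmu-miR-21a-5p; in DESeq2 with its defaults it gave 14 and drops 0. The 9 miRNAs that Table 2 lists as higher were among the 17.

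For the log2 fold changes of Table 2, 0 of 28 values differed from the paper's in sign or by more than the standard error of the fit, and the largest difference was 0.027. The total of 28 dysregulated miRNAs was also reached without uninfected replicate 3, but with 26 of the paper's miRNAs among them.

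The paper lists miR-144 and miR-214 among the pre-miRNAs whose arms differ. Their differences were -11.8 and -10.0 percentage points, with adjusted p of 0.0283 and 0.0138 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, above 0.01. The other 7 of the paper's 9 passed. With the unadjusted p in place of the adjusted one, and without infected replicate 5, all 9 passed. miR-33, which the paper does not list, passed in the main setting and in both of these.

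For uniquely mapped reads, the paper gives the numbers and shares of the largest and the smallest library. These match, at 4831114 reads or 66.0% in infected replicate 3 and 1749597 reads or 60.3% in uninfected replicate 3. The paper words them as a range, and infected replicate 2, at 56.4%, and uninfected replicate 4, at 57.8%, lie below it.

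With at least 1 read as the condition, 838 miRNAs were detected, against the paper's 699, with 604 in both groups, 176 in the infected and 58 in the uninfected group only, against the paper's 530, 124 and 45. A mean normalized count of at least 0.5 in the group, an alternative set before the data were examined but after the paper's S3 Table had been read, gave 699, 530, 124 and 45, which match the paper's values.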

Other observations

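Among the tests in this part, those chosen only after the result was seen were the count of each precursor once, the correlations over pairs at 1000 or more, over pairs of 1 number and without chromosome 12, GC content as an offset, the difference between cell-type lists and the comparison of reads mapped to several places, and what each test would show under an explanation was also written down afterwards.

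For 24 of the paper's 28 miRNAs the other arm of the precursor was tested, and 16 of these other arms changed in the same direction (Spearman's rho across miRNAs 0.32). Both arms of miR-148a and miR-30a are among the 28, so that these precursors count 2 times; with each of the 22 precursors counted once, 14 had arms that changed in the same direction, and rho between the 5p and 3p arms was 0.25. Of the 8 in the opposite direction, mmu-miR-21a-3p and mmu-miR-28a-3p were called.

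Over 206 pairs of miRNAs whose precursors lie within 10 kb on the same strand, the log2 fold changes had a Spearman's rho of 0.23 (permutation test, two-sided, p = 0.0011, adjusted p = 0.0044 over 4 correlations). Pairs of miRNAs are not independent replicates. With each library left out in turn, rho ranged from 0.16 without uninfected replicate 3 to 0.21 without uninfected replicate 4. For neighbours within 50 kb, the alternative set beforehand, rho was 0.35, and this was not computed without chromosome 12. The locus on chromosome 12 from mir-379 to mir-369 gives 34 of the pairs within 10 kb. Its neighbours up to miR-136 give another 13, 47 in all. Over the 159 pairs outside both, rho was 0.087 (permutation test, p = 0.27), and over the 172 outside the part from mir-379 it was 0.056 (permutation test, p = 0.45), neither among the 4. The correlation may therefore rest on 1 locus, and whether neighbours in general share their change cannot be told apart from it. Over the 15 pairs with both miRNAs at 1000 or more, rho was 0.17 (permutation test, p = 0.54, adjusted p = 0.54), too few pairs to decide.

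Over 96 pairs of miRNAs with 1 number and different letters, such as mmu-miR-101a-3p and mmu-miR-101b-3p, that are not neighbours within 50 kb, rho was 0.23 (permutation test, two-sided, p = 0.019, adjusted p = 0.039). Over the 28 such pairs at 1000 or more, rho was 0.32 (p = 0.049 by permutation, adjusted p = 0.066) and 17 changed in the same direction. Reads that related sequences share could produce such a correlation as well as a shared regulation could, and these counts of uniquely mapped reads cannot tell which.

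The cell-type lists were tested for a change as a set. With camera at its default correlation, no list passed, with an adjusted p of 0.115 for each. camera asks whether members changed more than other miRNAs, and fry whether they changed at all. With fry, the hepatocyte list was higher (median log2 fold change 0.53, 5 of 5 tested members higher, adjusted p = 0.0052). The mesenchymal list was lower with fry (median -0.52, mean -0.81, 4 of 6 members lower, adjusted p = 0.0025). The immune list had 7 of 8 members higher and a median of 0.61 (fry adjusted p = 0.113), which was 0.20 without infected replicate 3, and the erythroid list 3 of 4 members lower and a median of -0.87 (fry adjusted p = 0.0738), which was -1.35 without uninfected replicate 3. The mixed form of fry, which counts changes in either direction, passed for each list. Its adjusted p was 0.00115 for the immune, 0.00126 for the hepatocyte, 0.00174 for the mesenchymal and 0.0126 for the erythroid list. With 124 of the 337 tested miRNAs called, a test against no change passes readily and does not single out a cell type. Called members, both over all miRNAs and adjusted over the list alone, numbered 3 for hepatocyte, 3 for immune, 3 for erythroid and 4 for mesenchymal. Of the mesenchymal list, mmu-miR-143-3p fell by 2.00 and mmu-miR-214-3p rose by 0.60 on the log2 scale, so that its members move apart. All tested members had reads in uninfected livers, and mmu-miR-122-5p, mmu-miR-143-3p and mmu-miR-451a are in Table 2. The immune list lay 1.43 above the mesenchymal list in its mean log2 fold change, and a lower share of hepatocytes alone would have raised both alike. The tested mesenchymal members are arms of few precursors and not independent, so that this difference does not exclude it. A changed share of single cell types is not settled by these values.

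More miRNAs had reads in infected libraries only than in uninfected libraries only. Thinned to 2 libraries per group, the infected-only count exceeded the uninfected-only count by a mean of 1 over the 3 pairs of infected libraries, which is consistent with an explanation by depth and number of libraries.

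The share of higher calls was 49.2% with TMM, 30.9% with total counts and 81.9% without the 3 most abundant miRNAs in the library sizes. Leaving these miRNAs out shifted all log2 fold changes by a median of 0.56. Because the setting itself fixes this shift, the test is void, and which scaling fits the total amount of miRNA per cell cannot be told apart from these counts.

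GC content was correlated weakly with the log2 fold changes (Spearman's rho across miRNAs -0.12). With GC content as an offset, 27 of the 28 miRNAs of Table 2 still passed the thresholds, which argues against GC content as their cause.

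The 5p arm of miR-16-1 shares its name with another precursor. The mean percentage of reads mapped to several places was higher by 0.115 points in infected libraries, less than the spread among them, but this total does not show reads of single miRNAs, so that for miR-16-1 a change in shared reads cannot be told apart from a change in arm selection.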
